# Genome-wide transcriptome study in wheat identified candidate genes related to processing quality, majority of them showing interaction (quality x development) and having temporal and spatial distributions

**DOI:** 10.1186/1471-2164-15-29

**Published:** 2014-01-16

**Authors:** Anuradha Singh, Shrikant Mantri, Monica Sharma, Ashok Chaudhury, Rakesh Tuli, Joy Roy

**Keywords:** Wheat, Chapatti, Processing quality, Development, Interaction, Transcriptome, Gene expression

## Abstract

**Background:**

The cultivated bread wheat (*Triticum aestivum* L.) possesses unique flour quality, which can be processed into many end-use food products such as bread, pasta, chapatti (unleavened flat bread), biscuit, etc. The present wheat varieties require improvement in processing quality to meet the increasing demand of better quality food products. However, processing quality is very complex and controlled by many genes, which have not been completely explored. To identify the candidate genes whose expressions changed due to variation in processing quality and interaction (quality x development), genome-wide transcriptome studies were performed in two sets of diverse Indian wheat varieties differing for chapatti quality. It is also important to understand the temporal and spatial distributions of their expressions for designing tissue and growth specific functional genomics experiments.

**Results:**

Gene-specific two-way ANOVA analysis of expression of about 55 K transcripts in two diverse sets of Indian wheat varieties for chapatti quality at three seed developmental stages identified 236 differentially expressed probe sets (10-fold). Out of 236, 110 probe sets were identified for chapatti quality. Many processing quality related key genes such as glutenin and gliadins, puroindolines, grain softness protein, alpha and beta amylases, proteases, were identified, and many other candidate genes related to cellular and molecular functions were also identified. The ANOVA analysis revealed that the expression of 56 of 110 probe sets was involved in interaction (quality x development). Majority of the probe sets showed differential expression at early stage of seed development i.e. temporal expression. Meta-analysis revealed that the majority of the genes expressed in one or a few growth stages indicating spatial distribution of their expressions. The differential expressions of a few candidate genes such as pre-alpha/beta-gliadin and gamma gliadin were validated by RT-PCR. Therefore, this study identified several quality related key genes including many other genes, their interactions (quality x development) and temporal and spatial distributions.

**Conclusions:**

The candidate genes identified for processing quality and information on temporal and spatial distributions of their expressions would be useful for designing wheat improvement programs for processing quality either by changing their expression or development of single nucleotide polymorphisms (SNPs) markers.

## Background

Bread wheat (*Triticum aestivum* L.) is the most common cultivated wheat in the world. Its flour can be processed into a wide range of food products such as bread, pasta, biscuits, unleavened flat bread (chapatti), etc. The end use quality of products is mainly dependent on processing quality, which is largely determined by balance composition of biochemical molecules in seed such as seed storage proteins [1], starch [2], phenolic compounds [3], etc. There is a continuous increasing demand for good quality products both by consumers and baking industries. For improvement of processing quality it is important to understand the genome-wide expression of genes and their temporal and spatial distributions. Of several approaches for genome-wide study, microarrays comprising a large amount of probe sets of transcripts can be useful for the identification of differentially expressed genes in diverse or contrasting set of genotypes for trait of interest. In this study, two traditionally known good and two poor chapatti making Indian wheat varieties were used to identify the candidate genes whose expression changed due to chapatti quality using wheat microarrays.

Transcriptome analysis has been used to improve genome-wide understanding of molecular mechanism of gene expression. In wheat, it has been done using either the 8K wheat microarray chips [4,5] or 61K wheat microarray chips [5,6]. Recently, the next generation sequencing has become an important technological platform for investigating genome-wide transcriptional regulation of metabolic pathways [7]. However, in a polyploid crop such as bread wheat, sequence assembly and annotation are very challenging due to occurrence of multiple copies of gene sequences (homoeologous or paralogous genes). A reference bread wheat genome sequence, and cost-effective and faster high throughput computation system is required for making advances in wheat genomics. Despite several complications associated with microarray experiments [8], it still provides a faster and cost-effective method for genome-wide transcriptome study than the next generation sequencing approach.

Wheat microarrays have been successfully used for the identification of potential candidate genes under a wide range of biotic and abiotic stresses. For example, it has been used for studying the change in transcriptome patterns under biotic stresses such as Fusarium head blight [9-11], leaf rust [12], and insect attack [13]. Similarly, it has also been used for abiotic stress conditions such as cold [14], drought tolerance [15], high nitrogen level [16], etc. Change in transcriptional profiling during seed development was studied using wheat microarrays [4]. It has been also used to study metabolic biosynthesis pathway such as starch [5] and reactive oxygen species (ROS) [17]. Wheat microarrays have been used to screen and identify seed-specific genes using digital differential display (DDD) tools [18]. The translocation breakpoints were mapped using wheat microarrays [19]. The application of microarrays for gene expression analysis has been discussed in detail elsewhere [20].

The gene expression analysis through seed developmental stages is important for understanding temporal distribution of gene expression, as the seed matures. Three stages of major transitions in gene expression have been reported [4,6]. The first major transition is within 10 days after anthesis (DAA) where extensive cell division, expansion and differentiation occur to make milky endosperm [6,21]. The second major transition occurs at 14 DAA where starch and seed storage proteins accumulate within cells to make semi-solid endosperm [6]. The third major transition starts at 28 DAA where deposition of storage reserve decreases [6] followed by physiological maturity to turn caryopsis brown. However, the duration of the above stages may change depending upon environmental conditions during seed development. For example, Laudencia-Chingcuanco *et al.*[4] observed three stages of gene expression patterns during seed development i.e. 3 to 7 DAA (multi-cellular tissue forming structure), 7 to 14 DAA (grain filling stage), and 21 to 28 DAA (maturing and desiccation stage). Similarly, hierarchical clustering of transcriptome data from 6 to 42 DAA revealed three major groups of expressed genes i.e. 6 to 10 DAA, 12 to 21 DAA, and 28 to 42 DAA [6]. Therefore, genome-wide transcriptome study in at least three seed developmental stages is important for the identification of candidate genes whose expression changed during seed development for the improvement of processing quality.

Several statistical approaches are useful for the analysis of gene expression data from microarrays [22]. Among them, two-way ANOVA (analysis of variance) is the most common analysis method where two categorical explanatory variables of an experiment can be simultaneously analysed by any combination of one level of one variable and one level of the other variable. In this analysis, variation in the expression of a gene which is affected by the level of other gene (s) (i.e. interaction) can be determined [14]. In this study gene-specific two-way ANOVA was implemented to identify candidate genes whose expression changed due to processing quality (chapatti in this study), seed development, and interaction (quality x seed development).

Two traditionally known good chapatti making varieties, C306 [23] and Lok1 were used to identify differentially expressed genes in comparison to two varieties, Sonalika [23] and WH291, poor chapatti making varieties using wheat microarrays. The genes involved in seed development and interaction (quality x development) were also studied. Since the four varieties might differ for other traits, the involvement of the candidate genes with other traits cannot be rule out in this study. Several processing quality related key genes such as seed storage protein genes (gliadins and glutenins), which were known to effect processing quality of several end-use products such as bread, biscuit, noodles, etc., shown very high difference in their expression between good and poor chapatti making varieties at early stage of seed development (7 DAA). In addition, many novel candidate genes were identified between the two groups. It is evident that majority of the reported genes involved in processing quality were also involved in interaction of quality and seed development. This information would be helpful to design experiments for gene regulation at specific development stage and for the identification of variations within genes such as single nucleotide polymorphisms (SNPs) useful for the improvement of processing quality in wheat through molecular breeding.

## Results and discussion

Genome-wide transcriptome analysis was done between good and poor quality varieties at three seed developmental stages (7, 14, and 28 DAA) to identify the candidate genes whose expressions changed due to quality, development, and interaction (quality x development). 

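RNA from developing caryopses of 4 Indian bread wheat varieties was hybridized to 36 Affymetrix Wheat Genome Arrays, with 3 biological replicates of each variety at 7, 14 and 28 days after anthesis (DAA). C306 and Lok1 make good chapatti, an unleavened flat bread, and Sonalika and WH291 make poor chapatti, so that each of the 6 groups of quality and stage held 6 arrays from 2 varieties. The values used here are the authors' RMA signals in log2, centred for each probe set on its median over the 36 arrays, so that groups can be compared but not the levels of different probe sets. Differences are given as Good minus Poor in log2 with the standard error (SE), and spreads as the SD over arrays, whose number limits the precision. The groups were compared with limma, which moderates the variance of each probe set, and p was adjusted with the Benjamini-Hochberg method over all probe sets past the filter, at a threshold of 0.05. Quality was tested as the mean difference over the 3 stages, seed development as any difference between stages, and interaction as any change of the difference with stage. The difference at each stage was tested as well. These tests and most gene lists were set before the data were examined, and the lists taken from the gene names of the array's annotation were written later, before the values of most of their probe sets were looked at. Arrays of 1 variety are replicates of that variety and not of a quality group, and 4 varieties allow 3 pairings. At probe sets that were either on or off in a variety, the arrays labelled WH291 14 DAA had the pattern of Lok1 at its later stages, and those labelled Lok1 7 DAA had a pattern of their own. The labels were kept, and the main counts are also given without these 6 arrays. Sonalika alone then stands for the poor varieties at 14 DAA, and C306 alone for the good varieties at 7 DAA. The tests at these stages then rest on fewer arrays, so a call can be lost while the difference hardly moves.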

A total of 60,130 probe sets (out of 61,290) qualified gene expression quality criterion where at least 100% of samples in any one out of 6 conditions (discussed later in Methods) had values between 20.0 and 100.0th percentile in the normalized data. 

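All 29 probe sets of gliadins, glutenins and avenins of Table 4, which encode the storage proteins of the endosperm, were among the 60130 probe sets that passed the same filter here. Every array of at least 1 of the 6 groups had to reach the 20th percentile of its own values. The filter acted on centred values, so it did not act on the level of the signal.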

Gene specific two-way ANOVA analysis with multiple test corrections (Benjamini-Hochberg’s FDR) of the 60,130 probe sets identified 35,472 probe sets (about 59%), which satisfied the corrected *p* value of 0.05 (see Additional file 1). 

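The embryo and desiccation genes of the array's annotation, such as Em and Rab15, protect the seed as it dries. Their 12 probe sets had a median centred signal of -6.32 in the good varieties and -6.98 in the poor varieties at 7 DAA, a median difference of 0.61 that became -1.11 after cyclic loess normalization, against 0.92 and 1.03 at 28 DAA. The 18 probe sets of histones H2A and H2B, which package newly made DNA in dividing cells, went the other way, from 1.92 in the good and 2.77 in the poor varieties at 7 DAA to -3.94 and -3.41 at 28 DAA. Over all genes, limma found 34504 of the probe sets changed with seed development and 35500 with at least 1 of the 3 sources. Without the 6 arrays whose patterns went against their labels, the counts were 33799 and 34784.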

A similar number of the expressed genes (31,768) were identified by Laudencia-Chingcuanco *et al.*[14] among wheat genotypes during cold acclimation and vernalization using gene-specific ANOVA. 

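The chromatin gene for chromodomain-helicase-DNA-binding protein 4 was lower in the good varieties at 7 DAA, by a difference of -5.86 (SE 0.80, adjusted p = 1.5e-05 from limma), and at 28 DAA, by -4.07 (SE 0.80, adjusted p = 0.00333). The gene for peroxisomal acyl-coenzyme A oxidase 1, an enzyme of fatty acid breakdown, differed by -4.73 at 7 DAA (SE 0.63, adjusted p = 1.1e-05). With quality 3573 probe sets changed and with interaction 2283. Of those changed with quality, 2108 changed with seed development too, 721 with all 3 sources and 697 with quality alone. Without the arrays labelled WH291 14 DAA and Lok1 7 DAA, quality changed 2813 probe sets and interaction 1904. With the variety as a random block, quality changed 309 probe sets, and with the means of variety and stage as units 3. The interaction count was 4524 without Sonalika 7 DAA replicate 3, 1501 without C306 7 DAA replicate 2, 1224 without WH291 7 DAA replicate 2 and 1291 without WH291 7 DAA replicate 3.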

The analysis partitioned the variation in expression of the probe sets into quality (3,126 probe sets), development (34,604 probe sets), interaction (quality x development) (1,732 probe sets), and expected by chance i.e. errors (156 probe sets) (see Additional file 2, Table 1). The number of probe sets passed the test in this study is higher than the number reported by Wan *et al.*[6] who had identified 14,550 probe sets showing significant differential expression through development in a single wheat variety. In this study, a large number of genes were involved in quality and seed development referring to the involvement of many pathways and cellular processes.

**Table 1:** Summary of gene specific two-way ANOVA analysis of the expression data of the 35,472 probe sets

**Source of variation**	**Number of probe sets whose expression varied at the corrected *p *** **value of *P*** **< 0.05**
Quality	3,126
Seed development	34,604
Quality x seed development	1,732
Expected by chance i.e. error	156

Fold change analysis of the expression data of the 35,472 probe sets identified 236 probe sets, whose expressions were at least 10-fold between good and poor quality varieties in at least one of the three sources of variations [quality, development, and interaction (quality x development)] (Table 2). Among them, 110, 219, and 85 probe sets were involved in quality, development, and interaction (quality x development), respectively (Table 2, see Additional file 3).

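At 7 DAA the largest difference belonged to a gene for the hypothetical protein F775_43830, at 9.10 (SE 1.46, adjusted p = 9.33e-05 from limma), and the gene for the NUBP1-like assembly factor of iron-sulfur clusters was lower in the good varieties, by -4.90 (SE 0.99, adjusted p = 0.00104). At both genes the arrays labelled Lok1 7 DAA lay near C306, and Lok1 at 14 and 28 DAA lay near the poor varieties. When those 3 arrays were left out, the differences were 8.50 and -4.74 and passed the test. A difference of at least 10-fold at 1 or more stages, with a source past the test, was found for 237 probe sets, which included 235 of the 236 of Additional file 3. Of them 192 passed 10-fold at 7 DAA, 162 higher in the good varieties, against 14 at 14 DAA and 48 at 28 DAA. Without the 6 arrays whose patterns went against their labels, 317 probe sets passed, 240 at 7 DAA, 85 at 14 DAA and 47 at 28 DAA. The count at 14 DAA was 81 without the arrays labelled WH291 14 DAA alone, which leaves Sonalika as the only poor variety at that stage. Of single arrays, Lok1 14 DAA replicate 1 moved the count at 14 DAA to 22 when left out, WH291 14 DAA replicate 3 to 24 and each Sonalika 14 DAA replicate to 8. The count at 28 DAA was 75 without C306 28 DAA replicate 1, 74 without C306 28 DAA replicate 2 and 78 without Sonalika 28 DAA replicate 3.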

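The gene for 60S ribosomal protein L4-1, a part of the machinery of protein synthesis, was lower in the good varieties at 7 DAA, by a difference of -4.44 (SE 0.92, adjusted p = 0.00136 from limma), and differed by 0.26 at 14 DAA and 0.32 at 28 DAA (SE 0.92 each). Its mean at 7 DAA was 0.35 on the arrays labelled Lok1 and 5.95 in C306, against 6.57 in Sonalika and 8.61 in WH291, and the difference was -1.65 and did not pass the test when the arrays labelled Lok1 7 DAA were left out. By source, 121 of the 10-fold probe sets changed with quality, 223 with seed development and 114 with interaction, and these included 109, 218 and 85 of the study's probe sets for each source. Without the arrays labelled WH291 14 DAA and Lok1 7 DAA, the counts were 139, 251 and 98. The quality count was 207 without Sonalika 7 DAA replicate 3. The interaction count was 204 without the same array, 179 without C306 7 DAA replicate 3, 65 without Lok1 7 DAA replicate 2, 58 without WH291 7 DAA replicate 2 and 66 without WH291 7 DAA replicate 3.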

**Table 2:** Detail of fold change analysis (at least 10-fold) of the expression data of the 35,472 probe sets between good and poor quality varieties

**Source of variation**	**Quality**		**Seed development**		**Quality x seed development**	
Number of probe sets (at least 10-fold)	110		219		85	
Regulation (up/down)	Up	Down	Up	Down	Up	Down
Seed developmental stage						
7 DAA	58	19	155	24	53	16
14 DAA	5	6	7	2	3	1
28 DAA	27	11	33	10	11	3

The probe sets were identified through gene specific two-way ANOVA analysis.

### Identification of candidate genes whose expression changed due to quality

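The gene for the Bowman-Birk trypsin inhibitor WTI, which blocks digestive proteases, had a centred signal of 0.79 ± 1.41 (SD, n = 6 arrays) in the good varieties and -5.61 ± 1.71 (SD, n = 6) in the poor varieties at 7 DAA. Its difference of 6.40 (SE 1.20) had an adjusted p of 0.000513 from limma. Among the 110 probe sets of Table 3, which hold this gene, genes of storage proteins and of beta-amylase were higher in the good varieties at that stage too. At 7 DAA 59 of the 110 were higher and 19 lower in the good varieties, and 62 and 24 when adjusted over the list alone. The list was chosen on these arrays, so neither the counts nor the set test below are independent evidence. At 28 DAA 28 were higher and 11 lower, and at 14 DAA 1 was higher, with 22 higher and 13 lower when adjusted over the list alone. In camera's set test the list was higher at 7 DAA (adjusted p = 0.0101 with an estimated correlation), and with that correlation the adjusted p was 0.18 at 14 DAA and 0.0782 at 28 DAA.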

Total of 110 probe sets were identified for quality which showed at least ten-fold differential expression between good and poor quality varieties in at least one of the three condition pairs (‘Good-7 DAA’ vs ‘Poor-7 DAA’, ‘Good-14 DAA’ vs ‘Poor-14 DAA’, and ‘Good-28 DAA’ vs ‘Poor-28 DAA’) (Tables 2 and 3, see Additional file 3, Figures 1 and 2A). Using blastx similarity search of the sequence of the 110 probe sets at NCBI, the putative gene function was assigned to 67 (about 61% = 67/110), hypothetical proteins to 37 (33.6% = 37/110) probe sets, and the function was not assigned to the remaining 6 probe sets. Out of 110, 67, 1, and 28 probe sets were differentially expressed at 7, 14, and 28 DAA, respectively and the remaining 14 probe sets were differentially expressed in either two or three seed developmental stages (Figure 2A).

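A probe set for the Pol polyprotein of transposon TNT, a mobile element, differed by 3.62 at 28 DAA (SE 0.64, adjusted p = 0.00112 from limma) and by -1.39 at 7 DAA (SE 0.64, adjusted p = 0.166), and another for the same sequence by 3.43 at 28 DAA (SE 0.60, adjusted p = 0.000858). Both transposon probe sets were higher at 28 DAA (2 when adjusted over the list alone, which is not independent evidence), with a median of 3.52. Of the probe sets that changed with quality and passed 10-fold, 76 passed at 7 DAA alone, 1 at 14 DAA alone and 30 at 28 DAA alone. At 7 DAA 68 of them were higher and 18 lower in the good varieties, against 140 and 30 without Sonalika 7 DAA replicate 3. At 28 DAA 29 were higher and 11 lower. The higher count there was 50 to 53 without any 1 of the C306 28 DAA arrays, 51 without Sonalika 28 DAA replicate 3, and 17 without Lok1 28 DAA replicate 2 or WH291 28 DAA replicate 3. The lower count was 19 or 20 without any 1 of the Lok1 28 DAA arrays.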

**Table 3:** Detail of the 110 probe sets identified for processing quality showing at least 10-fold differential expression between good and poor quality wheat varieties in at least one of the three seed developmental stages i.e. 7, 14, and 28 days after anthesis (DAA)

**Probe set ID**	**Putative gene function**	**7 DAA**		**14 DAA**		**28 DAA**		**Quality**	**Seed development**	**Quality x seed development**
		**Fold change**	**Regulation**	**Fold change**	**Regulation**	**Fold change**	**Regulation**			
Ta.1345.2.S1_x_at	14 kDa proline-rich protein DC2.15 [*Triticum urartu*]	12.1	Down	1.1	Down	1.0	Up	+	+	+
Ta.1345.1.S1_x_at	14 kDa proline-rich protein DC2.15 [*Triticum urartu*]	11.1	Down	1.0	Up	1.1	Down	+	+	+
TaAffx.128648.2.A1_at	2′-deoxymugineic-acid 2′-dioxygenase [*Triticum urartu*]	15.3	Up	4.3	Up	1.3	Up	+	+	-
Ta.24114.10.S1_x_at	Alpha/beta-gliadin [*Triticum aestivum*]	54.1	Up	1.1	Up	1.1	Up	+	+	+
Ta.10028.1.S1_at	Alpha-amylase/subtilisin inhibitor [*Triticum urartu*]	30.9	Up	5.3	Up	1.1	Up	+	+	-
Ta.27778.4.S1_x_at	Alpha-gliadin [*Triticum aestivum*]	284.7	Up	1.3	Up	1.2	Down	+	+	+
Ta.15268.1.S1_x_at	Alpha-gliadin [*Triticum aestivum*]	110.3	Up	1.1	Up	1.1	Up	+	+	+
Ta.27778.2.S1_x_at	Alpha-gliadin [*Triticum aestivum*]	209.5	Up	1.5	Up	1.8	Down	+	+	+
Ta.24114.1.S1_x_at	Alpha-gliadin protein [*Triticum dicoccoides*]	171.4	Up	1.0	Up	1.2	Down	+	+	+
Ta.21787.1.S1_at	Aspartic proteinase nepenthesin-1 [*Triticum urartu*]	12.5	Down	1.0	Down	1.1	Up	+	+	+
Ta.27777.1.S2_s_at	Avenin-like b1	122.6	Up	1.1	Up	1.0	Up	+	+	+
Ta.27777.1.S2_at	Avenin-like b1	57.6	Up	1.0	Up	1.3	Up	+	+	+
Ta.27712.1.S1_at	Avenin-like protein [*Triticum aestivum*]	86.6	Up	1.1	Up	1.3	Up	+	+	+
Ta.9799.1.S1_at	Avenin-like protein [*Triticum aestivum*]	45.0	Up	2.7	Up	2.9	Up	+	+	-
Ta.27780.1.S1_x_at	Beta-amylase [*Aegilops tauschii*]	58.6	Up	1.2	Down	1.1	Down	+	+	+
Ta.27780.2.A1_a_at	Beta-amylase [*Triticum urartu*]	156.1	Up	1.0	Down	1.2	Down	+	+	+
Ta.27780.2.A1_x_at	Beta-amylase [*Triticum urartu*]	122.4	Up	1.0	Up	1.2	Down	+	+	+
Ta.27780.3.S1_x_at	Beta-amylase, partial [*Triticum aestivum*]	72.0	Up	1.0	Down	1.1	Up	+	+	+
Ta.9809.2.S1_at	Beta-fructofuranosidase, isoenzyme 4 [*Aegilops tauschii*]	12.6	Up	1.7	Up	1.1	Up	+	+	-
Ta.27445.1.S1_at	Cell division protease ftsH-like protein, chloroplastic [*Aegilops tauschii*]	9.2	Down	13.4	Down	28.6	Down	+	-	-
Ta.6984.1.A1_at	Chromodomain-helicase-DNA-binding protein 4 [*Triticum urartu*]	58.0	Down	7.0	Down	16.9	Down	+	+	-
Ta.14507.2.S1_at	Cytosolic Fe-S cluster assembly factor NUBP1-like protein [*Triticum urartu*]	29.9	Down	3.6	Down	7.6	Down	+	-	-
TaAffx.108987.1.S1_at	DNA-directed RNA polymerase subunit beta [*Triticum urartu*]	2.0	Down	5.7	Up	15.2	Up	+	+	+
Ta.30782.4.S1_at	Gamma gliadin [*Triticum aestivum*]	98.0	Up	1.0	Up	1.0	Up	+	+	+
Ta.28792.1.S1_x_at	Gamma-gliadin [*Triticum aestivum*]	146.9	Up	1.0	Up	2.2	Up	+	+	+
Ta.24114.8.S1_x_at	Gamma-gliadin [*Triticum aestivum*]	194.8	Up	1.1	Up	1.8	Up	+	+	+
Ta.6175.1.S1_at	Gamma-gliadin [*Triticum aestivum*]	105.9	Up	1.2	Up	1.5	Down	+	+	+
Ta.6175.1.S1_x_at	Gamma-gliadin [*Triticum aestivum*]	80.9	Up	1.4	Up	1.2	Down	+	+	+
Ta.30782.2.S1_x_at	Gamma-gliadin *[Triticum aestivum*]	51.3	Up	1.2	Up	1.3	Up	+	+	+
Ta.24114.8.S1_at	Gamma-gliadin [*Triticum aestivum*]	168.9	Up	1.0	Up	1.9	Up	+	+	+
Ta.30782.2.S1_a_at	Gamma-gliadin [*Triticum aestivum*]	28.2	Up	1.2	Up	1.5	Up	+	+	-
Ta.160.3.S1_x_at	Gamma-gliadin, partial [*Triticum aestivum*]	13.6	Up	3.6	Up	3.5	Up	+	+	-
Ta.160.2.S1_x_at	Gamma-gliadin, partial [*Triticum aestivum*]	13.3	Up	3.8	Up	3.5	Up	+	+	-
Ta.160.1.S1_x_at	Gamma-gliadin, partial [*Triticum aestivum*]	14.6	Up	1.8	Up	2.7	Up	+	+	-
Ta.7430.1.S1_at	GATA transcription factor 17 [*Triticum urartu*]	11.4	Up	5.3	Up	6.4	Up	+	-	-
TaAffx.27375.1.S1_at	General transcription factor IIF subunit 2 [*Triticum urartu*]	2.4	Down	5.1	Up	11.4	Up	+	+	+
Ta.23142.11.S1_x_at	Gliadin/avenin-like seed protein [*Triticum aestivum*]	124.1	Up	1.1	Up	1.1	Down	+	+	+
Ta.23142.4.S1_s_at	Gliadin/avenin-like seed protein [*Triticum aestivum*]	175.9	Up	1.0	Up	1.0	Up	+	+	+
Ta.2415.2.S1_a_at	Gliadin/avenin-like seed protein [*Triticum aestivum*]	17.4	Up	2.1	Up	1.1	Down	+	-	-
Ta.24114.7.A1_at	Granule-bound starch synthase I [*Triticum aestivum*]	6.7	Down	26.9	Down	92.8	Down	+	+	-
Ta.5129.2.A1_a_at	Heat stress transcription factor A-9 [*Aegilops tauschii*]	7.5	Down	5.4	Down	25.1	Down	+	+	-
Ta.24963.1.S1_x_at	HMW-glutenin subunit 1By9, truncated [*Triticum aestivum subsp. tibeticum*]	60.4	Up	1.1	Down	1.1	Up	+	+	+
Ta.24298.1.S1_x_at	HMW-glutenin subunit Dx5 [*Triticum aestivum*]	56.7	Up	1.1	Down	1.0	Up	+	+	+
Ta.25839.1.A1_a_at	Hypothetical protein F775_04832 [*Aegilops tauschii*]	26.6	Up	4.6	Up	24.9	Up	+	+	-
Ta.7509.3.S1_at	Hypothetical protein F775_05928 [*Aegilops tauschii*]	14.0	Down	26.9	Down	22.0	Down	+	-	-
Ta.24550.1.S1_s_at	Hypothetical protein F775_05934 [*Aegilops tauschii*]	16.7	Up	1.4	Down	1.2	Down	+	+	+
Ta.28759.1.A1_at	Hypothetical protein F775_09062 [*Aegilops tauschii*]	5.7	Up	2.7	Up	14.7	Up	+	-	-
Ta.19222.1.S1_at	Hypothetical protein F775_11525 [*Aegilops tauschii*]	29.8	Up	6.9	Up	5.3	Up	+	+	-
Ta.28744.1.S1_at	Hypothetical protein F775_23873 [*Aegilops tauschii*]	11.3	Up	11.0	Up	35.2	Up	+	+	-
Ta.23681.1.S1_a_at	Hypothetical protein F775_24401 [*Aegilops tauschii*]	13.9	Up	8.6	Up	19.3	Up	+	+	-
Ta.9888.1.A1_at	Hypothetical protein F775_26991 *[Aegilops tauschii*]	12.7	Up	1.1	Up	1.1	Up	+	+	+
Ta.8883.2.S1_at	Hypothetical protein F775_27368 [*Aegilops tauschii*]	12.0	Down	7.9	Down	9.2	Down	+	-	-
Ta.14050.1.S1_at	Hypothetical protein F775_27373 [*Aegilops tauschii*]	2.8	Up	3.7	Up	37.3	Up	+	-	-
Ta.22853.1.S1_at	Hypothetical protein F775_27669 [*Aegilops tauschii*]	10.1	Down	2.8	Down	1.1	Up	+	+	+
Ta.12328.2.A1_at	Hypothetical protein F775_32343 [*Aegilops tauschii*]	1.1	Down	2.3	Up	10.1	Up	+	+	-
Ta.8621.1.S1_at	Hypothetical protein F775_43701 [*Aegilops tauschii*]	10.8	Down	1.2	Up	1.1	Up	+	+	+
Ta.24736.1.S1_at	Hypothetical protein F775_43830 [*Aegilops tauschii*]	550.2	Up	31.2	Up	8.0	Up	+	+	-
Ta.24218.1.S1_at	Hypothetical protein TRIUR3_02605 [*Triticum urartu*]	11.6	Up	6.9	Up	3.6	Up	+	-	-
Ta.5278.1.S1_at	Hypothetical protein TRIUR3_04715 [*Triticum urartu*]	10.1	Down	4.2	Down	3.0	Down	+	-	-
Ta.14446.1.A1_at	Hypothetical protein TRIUR3_05569 [*Triticum urartu*]	14.8	Down	13.2	Down	9.9	Down	+	-	-
Ta.5243.2.S1_a_at	Hypothetical protein TRIUR3_06223 [*Triticum urartu*]	2.3	Down	4.9	Down	19.0	Down	+	+	-
Ta.2025.1.S1_at	Hypothetical protein TRIUR3_06809 [*Triticum urartu*]	1.6	Down	86.3	Down	1727.5	Down	+	+	+
Ta.23013.3.S1_s_at	Hypothetical protein TRIUR3_09069 [*Triticum urartu*]	31.5	Down	1.4	Down	1.4	Down	+	+	+
Ta.6018.1.S1_x_at	Hypothetical protein TRIUR3_12951 [*Triticum urartu*]	10.7	Up	1.1	Up	1.0	Up	+	+	+
Ta.24550.2.S1_s_at	Hypothetical protein TRIUR3_13108 [*Triticum urartu*]	28.6	Up	1.4	Down	1.2	Down	+	+	+
Ta.24550.2.S1_at	Hypothetical protein TRIUR3_13108 [*Triticum urartu*]	21.1	Up	1.5	Down	1.1	Down	+	+	+
TaAffx.80038.1.S1_at	Hypothetical protein TRIUR3_13205 [*Triticum urartu*]	11.9	Down	1.4	Up	1.1	Up	+	+	+
TaAffx.82110.1.S1_at	Hypothetical protein TRIUR3_18607 [*Triticum urartu*]	1.4	Down	2.5	Up	10.5	Up	+	+	-
Ta.7158.1.S1_at	Hypothetical protein TRIUR3_24125 [*Triticum urartu*]	108.1	Up	6.8	Up	4.5	Up	+	+	-
Ta.11896.1.A1_s_at	Hypothetical protein TRIUR3_24659 [*Triticum urartu*]	24.9	Up	7.9	Up	3.7	Up	+	-	-
TaAffx.80118.1.S1_at	Hypothetical protein TRIUR3_25902 [*Triticum urartu*]	20.1	Down	5.8	Down	32.6	Down	+	+	-
Ta.4497.1.S1_at	Hypothetical protein TRIUR3_27348 [*Triticum urartu*]	10.3	Down	1.2	Up	1.1	Up	+	+	+
TaAffx.5865.2.A1_at	Hypothetical protein TRIUR3_27593 [*Triticum urartu*]	1.4	Down	2.9	Up	14.2	Up	+	+	-
TaAffx.78552.1.S1_at	Hypothetical protein TRIUR3_27901 [*Triticum urartu*]	14.7	Up	1.9	Up	3.4	Up	+	+	+
TaAffx.78552.1.S1_x_at	Hypothetical protein TRIUR3_27901 [*Triticum urartu*]	11.7	Up	1.7	Up	2.9	Up	+	-	-
Ta.5785.1.S1_at	Hypothetical protein TRIUR3_27988 [*Triticum urartu*]	1.1	Up	1.1	Up	14.3	Up	+	+	+
TaAffx.5496.1.S1_at	Hypothetical protein TRIUR3_29836 [*Triticum urartu*]	16.7	Up	10.6	Up	2.9	Up	+	+	-
Ta.21106.1.A1_at	Hypothetical protein TRIUR3_30277 [*Triticum urartu*]	4.9	Up	5.7	Up	16.2	Up	+	+	-
Ta.14723.1.S1_at	Hypothetical protein TRIUR3_33733 [*Triticum urartu*]	1.7	Down	3.5	Up	11.3	Up	+	+	+
Ta.3527.1.S1_at	Hypothetical protein TRIUR3_34067 [*Triticum urartu*]	6.2	Up	8.1	Up	28.3	Up	+	+	-
TaAffx.30606.1.S1_at	Katanin p80 WD40 repeat-containing subunit B1-like Protein 1 [*Triticum urartu*]	1.2	Down	2.3	Up	14.0	Up	+	+	-
Ta.23142.5.S1_x_at	LMW-glutenin [*Triticum aestivum*]	57.8	Up	1.0	Up	1.3	Up	+	+	+
Ta.14625.1.S1_x_at	LMW-glutenin [*Triticum aestivum*]	106.0	Up	1.1	Down	1.2	Down	+	+	+
Ta.131.1.S1_at	LMW-glutenin subunit, partial [*Triticum aestivum*]	58.9	Up	1.1	Up	1.2	Up	+	+	+
TaAffx.109582.1.S1_s_at	LRR receptor-like serine/threonine-protein kinase FLS2 [*Triticum urartu*]	3.7	Down	9.2	Up	10.3	Up	+	+	+
Ta.12643.5.S1_x_at	No significant similarity found	92.5	Up	1.2	Up	1.0	Up	+	+	+
Ta.7825.1.S1_s_at	No significant similarity found	1.0	Up	13.5	Up	1.2	Up	+	+	+
TaAffx.104444.1.S1_at	No significant similarity found	47.5	Down	5.4	Down	4.4	Down	+	+	-
TaAffx.31445.1.S1_at	No significant similarity found	1.4	Down	3.6	Up	11.1	Up	+	+	-
Ta.19222.1.S1_x_at	No significant similarity found	14.1	Up	3.9	Up	3.2	Up	+	-	-
TaAffx.91902.1.A1_at	No significant similarity found	4.2	Up	5.5	Up	32.6	Up	+	-	-
Ta.23896.1.S1_at	Omega gliadin [*Triticum aestivum*]	33.1	Up	1.4	Up	1.5	Up	+	+	-
Ta.23366.2.S1_at	Peroxidase 66 [*Triticum urartu*]	2.6	Up	10.0	Up	60.0	Up	+	+	-
Ta.23366.2.S1_x_at	Peroxidase 66 [*Triticum urartu*]	2.4	Up	5.6	Up	28.9	Up	+	+	-
Ta.4957.1.S1_at	Peroxisomal acyl-coenzyme A oxidase 1 [*Triticum urartu*]	26.6	Down	3.6	Down	7.9	Down	+	+	-
Ta.12764.1.A1_at	Peroxisomal multifunctional enzyme type 2 [*Aegilops tauschii*]	1.5	Down	1.3	Down	14.5	Down	+	+	+
Ta.14489.1.S1_at	pTACR7 [*Triticum aestivum*]	2.4	Down	7.6	Down	29.0	Down	+	+	-
TaAffx.118782.1.A1_at	Putative disease resistance protein RGA4 [*Triticum urartu*]	2.8	Down	1.7	Down	10.7	Down	+	+	+
Ta.23352.1.S1_at	Putative serine/threonine-protein kinase-like protein CCR3 [*Aegilops tauschii*]	10.8	Up	5.8	Up	6.1	Up	+	-	-
TaAffx.112770.1.S1_x_at	Retrovirus-related Pol polyprotein from transposon TNT 1-94 [*Triticum urartu*]	2.6	Down	6.4	Up	12.3	Up	+	+	+
TaAffx.112770.1.S1_at	Retrovirus-related Pol polyprotein from transposon TNT 1-94 [*Triticum urartu*]	1.7	Down	5.4	Up	10.7	Up	+	+	+
TaAffx.27343.2.S1_at	Serine/threonine-protein phosphatase 7 long form-like Protein [*Triticum urartu*]	1.3	Down	2.1	Up	11.5	Up	+	+	+
Ta.2434.3.A1_at	S-formylglutathione hydrolase [*Aegilops tauschii*]	13.7	Down	11.9	Down	9.6	Down	+	-	-
Ta.1622.2.S1_at	Sugar transporter ERD6-like protein 5 [*Aegilops tauschii*]	10.0	Down	2.4	Down	1.4	Down	+	+	-
TaAffx.109268.1.S1_x_at	TaCBF11 [*Triticum aestivum*]	1.2	Down	2.1	Up	10.0	Up	+	+	+
Ta.10170.1.S1_at	Trypsin inhibitor CMc [*Aegilops tauschii*]	32.9	Up	1.2	Up	1.7	Up	+	+	-
Ta.13439.1.S1_a_at	Trypsin inhibitor-Bowman-Birk type	84.5	Up	2.1	Up	3.0	Up	+	+	-
TaAffx.6814.1.S1_at	Wall-associated receptor kinase 5 [*Aegilops tauschii*]	1.2	Down	1.9	Up	11.0	Up	+	+	+
TaAffx.111195.1.S1_at	Zf-MYND domain-containing protein [*Triticum aestivum*]	1.7	Down	3.5	Up	13.3	Up	+	+	+
TaAffx.86295.1.S1_at	Zf-MYND domain-containing protein [*Triticum aestivum*]	1.3	Down	2.1	Up	10.4	Up	+	+	-

The majority of the probe sets also involved in seed development stage and interaction (quality x development) as identified through gene-specific two-way ANOVA analysis. 

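The gene of the HMW glutenin subunit 1By9, whose protein gives dough its elasticity, passed all 3 tests, with an adjusted p from limma of 0.0285 for quality, 1.71e-07 for seed development and 0.00983 for interaction. Its difference was 5.92 at 7 DAA (SE 0.96). The gene for heat stress transcription factor A-9, which acts in seed maturation, was lower in the good varieties at 28 DAA, by a difference of -4.65 (SE 0.87, adjusted p = 0.00194), and it passed the test of quality (adjusted p = 0.000101). Of the 121 probe sets with quality as a source, 71 had seed development and interaction as sources too, 37 seed development and 13 neither.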

The function to the probe sets was assigned through blastx at NCBI website.

+ = involved, - = not involved.

**Figure 1:**
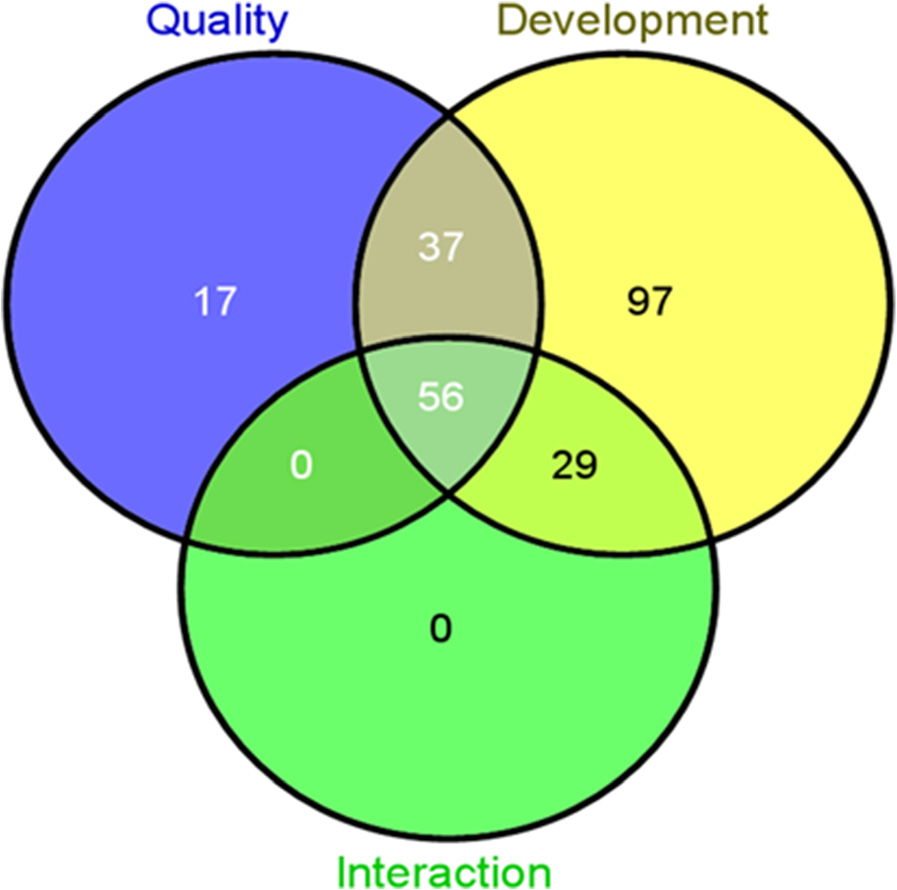
**Venn diagrams showing the number of probe sets of the candidate genes identified for quality, seed development, and interaction (quality x seed development).** The probe sets were identified by gene specific two-way ANOVA showing at least 10-fold differential expression between two good (C306 and Lok1) and poor (Sonalika and WH291) chapatti making varieties.

**Figure 2:**
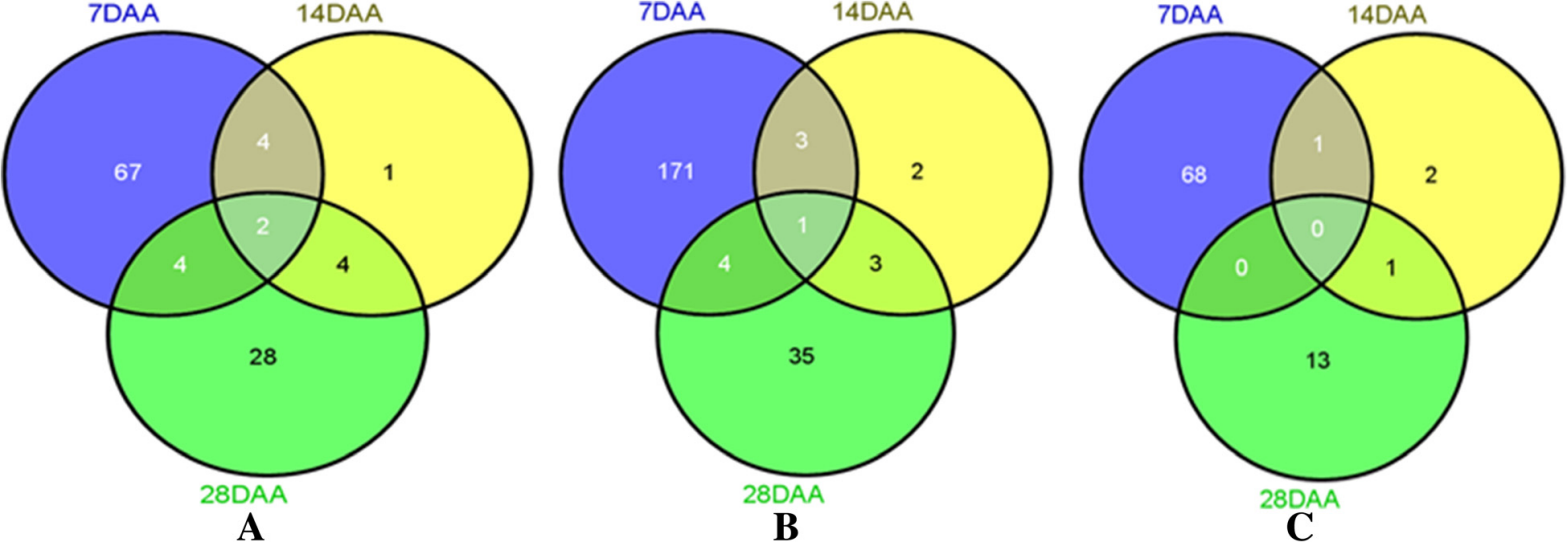
**Venn diagrams showing the number of probe sets identified in three seed developmental stages i.e. 7, 14, and 28 days after anthesis (DAA) for (A) quality, (B) seed development, and (C) interaction (quality x seed development). (A)**: out of 110 probe sets involved in quality, 67, 1 and 28 probe sets were differentially expressed at 7, 14, and 28 DAA, respectively; **(B)**: out of 219 probe sets involved in seed development, 171, 2, and 35 probe sets were differentially expressed at 7, 14, and 28 DAA, respectively; and **(C)**: out of 85 probe sets involved in interaction of quality and development, 68, 2, and 13 probe sets were differentially expressed at 7, 14, and 28 DAA, respectively.

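At 7 DAA the genes of gliadins and glutenins, the proteins of gluten, were higher in the good varieties at 29 of the 29 probe sets of Table 4, with a median difference of 6.34 (range 3.73 to 8.15). The alpha-gliadin gene at the upper end of that range had a centred signal of -0.48 ± 1.44 (SD, n = 6 arrays) in the good and -8.63 ± 3.21 (SD, n = 6) in the poor varieties, a difference with an SE of 1.18 and an adjusted p of 3.09e-05 from limma. It was higher in all 4 pairs of a good and a poor variety. With the mean of each variety and stage as the unit, limma found 0 of the 29 past the test and 29 at an unadjusted p under 0.05. The count over arrays was also 29 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these arrays. In camera's set test, which is not independent evidence for the same reason, the list had an adjusted p of 0.00852 with an estimated correlation. Of 14 probe sets that the array's annotation names as storage proteins, 13 were higher, with a median of 5.63 (adjusted p = 0.0374 with an estimated correlation). The study picked 12 of these 14 on the same arrays, and the other 2 differed by 0.67 and 0.65, of which 1 passed the test. Without the arrays labelled Lok1 7 DAA the median over the 29 was 5.66.

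**Figure D1:**
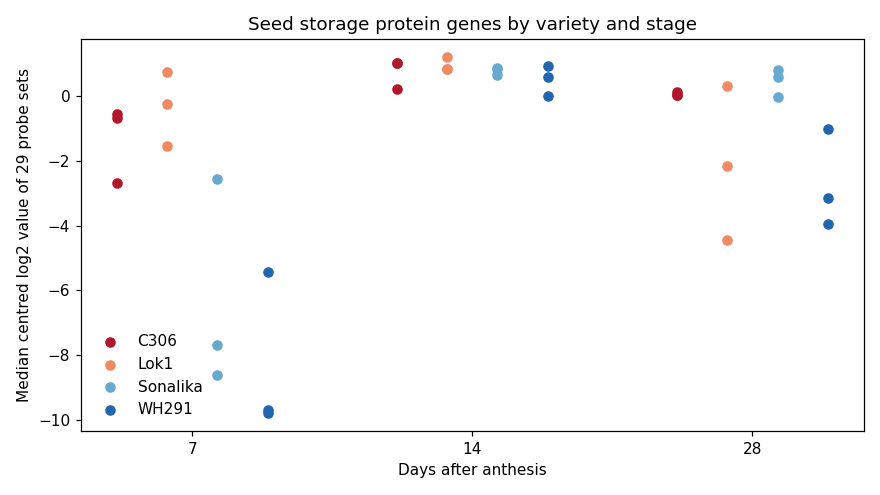
Median centred log2 signal of the 29 storage protein probe sets (vertical axis) on each of the 36 arrays, by variety at 7, 14 and 28 DAA (horizontal axis). At 7 DAA the 6 arrays of C306 and Lok1 lie between -2.67 and 0.76, and those of Sonalika and WH291 between -9.80 and -2.55, which is Sonalika replicate 3.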

Out of the 67, 29 probe sets (43% = 29/67), were mainly related to seed storage protein genes (Table 3). These genes were gliadin (alpha-/beta-, gamma, and omega gliadins), glutenin (low molecular weight and high molecular weight glutenin subunits), and avenin. 

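Each class of storage protein gene showed the difference at 7 DAA. The gene of the HMW glutenin subunit Dx5 differed by 5.82 (SE 0.97, adjusted p = 0.000143 from limma), and a LMW glutenin gene by 6.73 (SE 1.02, adjusted p = 5.2e-05). Among gliadins, which give dough its viscosity, an alpha-gliadin gene differed by 7.71 (SE 1.23), a gamma-gliadin gene by 7.61 (SE 1.13) and the omega-gliadin gene by 5.05 (SE 1.03, adjusted p = 0.00118). The avenin-like b1 gene differed by 6.94 (SE 1.14, adjusted p = 0.000126), and a gene for a gliadin/avenin-like seed protein by 7.46 (SE 1.01, adjusted p = 1.22e-05). The smallest difference of the 29, with an SE of 0.82 and an adjusted p of 0.00237, belonged to a probe set that the study names as a gamma-gliadin and the array's annotation as LMW glutenin (Glu-D3).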

Avenin is oat counterpart to gliadin. Glutenin and gliadin proteins make gluten matrix in dough which determines visco-elastic properties of wheat dough during processing. They mainly determine the processing quality of wheat end-use products [1,24]. High molecular weight glutenin subunit (HMW-GS) contributes mainly to gluten elasticity property and gliadins to its viscosity property [25]. HMW-GS was strongly correlated with bread making quality of wheat [26]. Gliadin contributes to gluten functional property [27-31]. Xu *et al.*[32] suggested that gliadin plays an important role in adjusting and controlling gluten’s viscoelastic properties rather than only just a diluent of gluten’s functional properties. Interestingly, at later stages of seed development (i.e. 14 and 28 DAA), these probe sets did not show much difference in expression between good and poor quality varieties.

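At 14 DAA the 29 storage protein probe sets had a median difference of 0.13 (range -0.19 to 1.91), and at 28 DAA of 0.19 (range -0.85 to 1.81). At both stages limma found 0 of the 29 past the test, also when adjusted over the list alone, with 2 at an unadjusted p under 0.05 at each stage. An alpha-gliadin gene differed by 6.79 at 7 DAA (SE 0.90, adjusted p = 1.1e-05) and by 0.13 at 14 DAA and 0.11 at 28 DAA. The change of its difference with stage passed the test of interaction (adjusted p = 0.00206), as it did for 22 of the 29. At 28 DAA the medians over the 29 were uneven among replicates, at 0.33, -2.16 and -4.43 in Lok1 and -3.94, -1.00 and -3.13 in WH291. The median difference at 28 DAA was 0.43 without Lok1 28 DAA replicate 2 and 0.84 without Lok1 28 DAA replicate 3. It was 0.51, 0.39 and 0.57 without Sonalika 28 DAA replicates 1, 2 and 3 in turn, -0.32 without WH291 28 DAA replicate 1 and -1.52 without all arrays of WH291. That at 14 DAA was 0.29 without C306 14 DAA replicate 3 and 0.07 without WH291 14 DAA replicate 3.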

The differential expression of the 29 probe sets of seed storage protein genes, key genes for processing quality, were analysed in pairwise among the four varieties to study variation in expression level among them (Table 4, see Additional file 4). It indicates that WH291 is more diverse than Sonalika with that of C306 and Lok1 at expression level of seed storage protein genes. Therefore, among them, the poor chapatti making quality, WH291 can be used with either of two good chapatti making varieties, C306 or Lok1 for molecular breeding.

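The gene of the HMW glutenin subunit Dx5, whose protein forms the elastic network of dough, was at -1.92 ± 0.97 (SD, n = 3 arrays) in C306, -0.53 ± 0.84 in Lok1, -5.32 ± 2.53 in Sonalika and -8.78 ± 3.30 in WH291 at 7 DAA. Over the 29 probe sets of gluten genes, C306 was higher than WH291 at 29 (median difference 6.73) and higher than Sonalika at 25 (median 4.72) at that stage. Lok1 was higher than WH291 at 29 (median 8.15) and than Sonalika at 25 (median 5.75). Between the good varieties limma found 0 of the 29 different at 7 DAA, with 0 at an unadjusted p under 0.05 (median C306 minus Lok1 -1.28, but -0.61 without C306 7 DAA replicate 3). Without Sonalika 7 DAA replicate 3 the medians against Sonalika were 6.76 for C306 and 7.74 for Lok1, and without WH291 7 DAA replicate 1 Lok1 minus WH291 was 9.72. The pairs compare means of 3 arrays, and the arrays' medians over the 29 had a pooled SD of 1.54 within varieties and stages.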

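Between the poor varieties, Sonalika minus WH291 had a median of 1.80 over the 29 storage protein probe sets at 7 DAA, and 2 of the 29 passed limma's test. They were a LMW glutenin gene, at 4.01 (adjusted p = 0.0308), and the HMW glutenin gene Dx5, at 3.47 (adjusted p = 0.0452). Without WH291 7 DAA replicate 1 the median was 3.10, and without Sonalika 7 DAA replicate 3 it was -0.15. At 28 DAA the gliadin and glutenin genes of Sonalika were higher than those of WH291 at 7 of the 29 (median 3.33), and C306 was higher than WH291 at 4 (median 2.85). Lok1 was lower than Sonalika at 1 (median -2.62, 16 at an unadjusted p under 0.05) and C306 higher than Lok1 at 1 (median 2.01). The medians were -0.23 for C306 minus Sonalika and 0.61 for Lok1 minus WH291, with 0 past limma's test. At 14 DAA the medians of the 6 pairs lay between -0.16 and 0.39, and these rest in part on the arrays labelled WH291 14 DAA, whose on/off calls were those of Lok1.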

**Table 4:** Pairwise comparisons of differential expression of the probe sets related to seed storage protein genes at early stage of seed development i.e. 7 days after anthesis (DAA) among the four Indian wheat varieties, viz. C306 and Lok1 were good and Sonalika and WH291 were poor chapatti making varieties

**Probe set ID**	**Function**	**Good vs poor**	**C306 vs Sonalika**	**C306 vs WH291**	**Lok1 vs Sonalika**	**Lok1 vs WH291**	**C306 vs Lok1**	**Sonalika vs WH291**
Ta.24298.1.S1_x_at	HMW-glutenin subunit Dx5	56.7	11.0	104.8	29.6	288.6	-2.8	10.6
Ta.24963.1.S1_x_at	HMW-glutenin subunit 1By9	60.4	13.5	70.0	54.2	303.0	-3.9	4.8
Ta.131.1.S1_at	LMW-glutenin	58.9	19.7	76.7	47.2	175.0	-2.3	3.7
Ta.14625.1.S1_x_at	LMW-glutenin	106.0	39.9	121.0	90.9	313.5	-2.4	3.6
Ta.23142.5.S1_x_at	LMW-glutenin	57.8	12.3	203.0	16.6	244.2	-1.3	15.4
Ta.24114.1.S1_x_at	Alpha-gliadin	171.4	48.9	229.2	123.4	606.1	-2.6	4.4
Ta.24114.10.S1_x_at	Alpha/beta-gliadin	54.1	10.9	75.6	42.9	266.0	-4.1	6.4
Ta.27778.4.S1_x_at	Alpha-gliadin	284.7	100.7	320.4	277.7	830.2	-2.6	3.3
Ta.27778.2.S1_x_at	Alpha-gliadin	209.5	66.7	215.8	220.4	619.9	-3.3	3.2
Ta.15268.1.S1_x_at	Alpha-gliadin	110.3	39.5	175.9	69.7	319.7	-1.8	4.3
Ta.23896.1.S1_at	Omega gliadin	33.1	25.9	91.3	14.3	40.7	1.8	3.4
Ta.160.1.S1_x_at	Gamma-gliadin	14.6	20.0	21.1	9.1	11.5	1.9	1.2
Ta.160.2.S1_x_at	Gamma-gliadin	13.3	26.0	27.0	5.9	7.4	4.3	1.2
Ta.160.3.S1_x_at	Gamma-gliadin	13.6	25.7	30.6	9.5	6.0	3.5	-1.2
Ta.28792.1.S1_x_at	Gamma-gliadin	146.9	38.2	155.4	135.1	556.7	-3.5	4.4
Ta.24114.8.S1_at	Gamma-gliadin	168.9	43.7	262.7	108.0	653.5	-2.6	6.2
Ta.24114.8.S1_x_at	Gamma-gliadin	194.8	46.6	338.5	112.0	819.7	-2.4	7.4
Ta.30782.2.S1_a_at	Gamma-gliadin	28.2	13.3	37.6	21.4	60.5	-1.6	2.8
Ta.30782.2.S1_x_at	Gamma-gliadin	51.3	28.4	80.0	35.7	77.8	-1.3	2.7
Ta.30782.4.S1_at	Gamma-gliadin	98.0	24.3	186.7	53.4	415.8	-2.1	8.0
Ta.6175.1.S1_at	Gamma-gliadin	105.9	36.7	49.1	116.2	206.2	-3.3	2.7
Ta.6175.1.S1_x_at	Gamma-gliadin	80.9	28.7	58.8	95.9	238.9	-3.6	3.0
Ta.27712.1.S1_at	Avenin	86.6	26.1	156.1	50.4	297.2	-1.8	6.3
Ta.27777.1.S2_at	Avenin	57.6	18.6	51.2	57.0	158.9	-2.3	3.0
Ta.27777.1.S2_s_at	Avenin	122.6	37.7	208.4	74.7	411.7	-1.9	5.6
Ta.9799.1.S1_at	Avenin	45.0	22.0	30.3	70.4	86.5	-2.8	1.2
Ta.23142.4.S1_s_at	Gliadin/avenin	175.9	41.2	179.3	196.0	715.6	-3.8	4.0
Ta.23142.11.S1_x_at	Gliadin/avenin	124.1	39.1	98.9	143.7	417.7	-3.9	2.8
Ta.2415.2.S1_a_at	Gliadin/avenin	17.4	14.8	46.1	7.4	18.8	1.9	2.5

The remaining probe sets showed similarity to transcription factors (GATA, IIA, heat stress TF A9), peroxidase, trypsin inhibitor, proteinase, amylases (alpha- and beta-amylases), kinases and phosphatase (serine/threonine protein kinase and phosphatase), etc. 

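The gene for GATA transcription factor 17 was higher in the good varieties at 7 DAA, at 3.64 ± 0.27 (SD, n = 6 arrays) against 0.14 ± 0.19 (SD, n = 6). Its difference of 3.51 (SE 1.01) had an adjusted p of 0.0184 from limma. The mean was 3.72 on the arrays labelled Lok1 7 DAA, against -1.26 and -0.74 in Lok1 at 14 and 28 DAA. Without those arrays, with C306 alone left as a good variety, the difference was 3.43, close to that of all arrays, and did not pass the test. Inhibitors of amylase and trypsin, which protect the grain from insects, were higher at 7 DAA at 23 of 24 probe sets, with a median difference of 4.76 (23 when adjusted over the list alone). Most of their names come from the study's own selection, which is not independent evidence. The gene for trypsin inhibitor CMc differed by 5.04 (SE 0.95, adjusted p = 0.000564). With an estimated correlation, the inhibitors had an adjusted p of 0.0168 in camera's set test. Of 9 serpin and inhibitor probe sets named by the array's annotation, 7 were higher (median 4.58, adjusted p = 0.0792 with an estimated correlation). Those 7 were all picked by the study on the same arrays, and neither of the other 2 passed the test.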

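The gene for peroxidase 1 was higher in the good varieties at 7 DAA, by a difference of 4.09 (SE 0.90, adjusted p = 0.00227 from limma), as was a probe set of the peroxiredoxin PER1, by 3.46 (SE 0.65, adjusted p = 0.000505). The other probe set of PER1 differed by 0.34 (adjusted p = 0.168). Peroxidases use hydrogen peroxide to oxidize other molecules and can cross-link them. Both probe sets of peroxidase 66 were higher at 28 DAA, by 5.91 (SE 0.88, adjusted p = 0.000113) and 4.85 (SE 0.70, adjusted p = 7.89e-05). In the list of 5 peroxidase probe sets, which includes both of the peroxiredoxin PER1, 2 were thus higher at each of these stages, 2 also when adjusted over the list alone. Of 4 protease genes, 2 were higher and 2 lower at 7 DAA, as many when adjusted over the list alone. The aspartic proteinase oryzasin-1 differed by 4.51 (SE 1.21, adjusted p = 0.0111), with an adjusted p of 0.0522 without WH291 7 DAA replicate 2, and nepenthesin-2 by 3.40 (SE 1.09, adjusted p = 0.0346, but 0.0674 to 0.104 without Lok1 7 DAA replicate 1 or 2 or any of the 3 WH291 7 DAA arrays). When all arrays labelled Lok1 7 DAA were left out, peroxidase 1, oryzasin-1 and nepenthesin-2 differed by 3.14, 4.23 and 2.53 and did not pass the test. The aspartic proteinase nepenthesin-1 differed by -3.65 (SE 0.49, adjusted p = 1.15e-05), and the chloroplast protease of the ftsH type by -3.20 at 7 DAA (SE 0.82, adjusted p = 0.0077) and -4.84 at 28 DAA (SE 0.82, adjusted p = 0.000619). Most of these names come from the study's selection, which is not independent evidence. The peroxidase list, with PER1 in it, had an adjusted p of 0.00613 at 7 DAA and 0.00301 at 28 DAA in camera's set test, both with an estimated correlation. The only members past limma's test at 28 DAA were the 2 of peroxidase 66.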

High differential expression of peroxidase, proteinase, and amylases in good chapatti varieties may have effect on processing quality. These enzymes are being extensively used in baking and food industries for making good quality end-use products.

Cluster analysis of the 110 probe sets into 5 groups identified the co-expressed genes having similar expression patterns in good and poor varieties in three seed developmental stages (see Additional file 5, Figure 3). 

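The 20 probe sets of cluster I for quality include genes of the chloroplast ftsH-type protease, of heat stress transcription factor A-9 and of a proline-rich protein. Their median difference was -3.45 at 7 DAA, -1.38 at 14 DAA and -1.86 at 28 DAA. At 7 DAA 16 were lower in the good varieties, and at 28 DAA 5 were. The largest difference at 7 DAA was that of a probe set with no similarity found, at -5.57 (SE 0.91, adjusted p = 0.000116 from limma), and it was -2.13 at 28 DAA (SE 0.91, adjusted p = 0.302). Its mean was -6.04 on the arrays labelled Lok1 7 DAA, against 0.55 and 0.94 in Lok1 at 14 and 28 DAA, and -5.12 in C306 at 7 DAA. With those arrays left out the difference at 7 DAA was -5.11 and passed the test. At 14 DAA limma found 0 of the 20 past the test, with 11 at an unadjusted p under 0.05 and 7 when adjusted over the list alone. The clusters were formed on these arrays and are not independent evidence. In camera's set test with an estimated correlation, the adjusted p of the cluster was 3.55e-05 at 7 DAA, 0.0135 at 14 DAA and 0.00279 at 28 DAA.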

In cluster I, the probe sets showed down-regulation in good quality varieties at early stage of seed development (i.e. 7 DAA) and did not show any change at later stage of seed development. 

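Cluster II for quality holds 22 probe sets, with the gene of GATA transcription factor 17 among those higher in the good varieties. Their median difference was 3.66 at 7 DAA, 2.48 at 14 DAA and 1.87 at 28 DAA. The gene for the hypothetical protein F775_23873 differed by 5.14 at 28 DAA (SE 1.22, adjusted p = 0.0167 from limma), and a probe set with no similarity found by 5.03 at 28 DAA (SE 0.84, adjusted p = 0.000578). Higher in the good varieties were 18 at 7 DAA, 1 at 14 DAA and 6 at 28 DAA, and 21, 16 and 12 when adjusted over the list alone. The adjusted p of camera's set test at the 3 stages was 0.00348, 0.00926 and 0.0187 with an estimated correlation, on a list that is not independent evidence.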

In cluster II, the probe sets showed up-regulation in good quality varieties at early stage of seed development (i.e. 7 DAA) and did not show any change at later stage of seed development. In cluster III, five probe sets showed down-regulation in good quality varieties in all three seed developmental stages. 

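The cluster holds 7 probe sets in Additional file 5, among them the gene of the hypothetical protein TRIUR3_25902, with a difference of -4.33 at 7 DAA (SE 0.61, adjusted p = 2.33e-05 from limma) and -5.03 at 28 DAA (SE 0.61, adjusted p = 7.91e-06). The acyl-coenzyme A oxidase gene of fatty acid breakdown differed by -1.85 at 14 DAA (SE 0.63, adjusted p = 0.461) and -2.98 at 28 DAA (SE 0.63, adjusted p = 0.00646), and the gene pTACR7 by -4.86 at 28 DAA (SE 0.90, adjusted p = 0.00176). The median over the cluster was -3.88 at 7 DAA, -2.92 at 14 DAA and -4.86 at 28 DAA. Lower in the good varieties were 3 at 7 DAA and 6 at 28 DAA. At 14 DAA limma found 0 past the test, with 7 at an unadjusted p under 0.05 and 7 when adjusted over the list alone, which is not independent evidence. Without the arrays labelled WH291 14 DAA, which leaves Sonalika as the only poor variety there, 7 passed the test at that stage.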

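The peroxidase 66 gene had a centred signal of 3.78 ± 0.75 (SD, n = 6 arrays) in the good and -2.13 ± 1.02 (SD, n = 6) in the poor varieties at 28 DAA, and it belongs to the 21 probe sets of cluster IV for quality. The gene for the hypothetical protein F775_27373 in the same cluster differed by 5.22 at 28 DAA (SE 0.78, adjusted p = 0.000109 from limma) and by 1.46 at 7 DAA (SE 0.78, adjusted p = 0.244). Over the cluster the median difference was -0.40 at 7 DAA, 1.82 at 14 DAA and 3.52 at 28 DAA, where 21 of the 21 were higher in the good varieties, and 21 when adjusted over the list alone, which is not independent evidence. The adjusted p of camera's set test was 0.000198 at 28 DAA with an estimated correlation, on the same list and so not independent evidence either.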

In cluster IV, the probe sets showed up-regulation in good quality varieties at later stage of seed development (28 DAA). 

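The beta-amylase probe sets similar to the gene of Triticum urartu, whose enzyme splits maltose off starch, differed by 7.29 (SE 1.06) and 6.94 (SE 1.01) at 7 DAA, both with an adjusted p of 3.27e-05 from limma. They belong to cluster V for quality with most of its gliadin and glutenin genes. Its 40 probe sets had a median difference of 6.04 at 7 DAA, 0.09 at 14 DAA and 0.10 at 28 DAA. At 7 DAA 40 were higher in the good varieties (40 when adjusted over the list alone, which is not independent evidence), and at 28 DAA 1 was. Own k-means clusters of the 110 probe sets matched the study's with an adjusted Rand index of 0.66 to 0.98 over 20 starts (median 0.77), where 1 is a full match.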

In cluster V, the majority of the probe sets showed up-regulation in good quality varieties at early stage of seed development. Out of 40, 28 probe sets in cluster V were related to seed storage protein genes and others to beta-amylase and hypothetical proteins. 

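A gene for a gliadin/avenin-like seed protein, whose product is stored in the endosperm, lay in cluster II for quality, apart from the other storage protein genes. It differed by 4.12 at 7 DAA (SE 0.85, adjusted p = 0.0013 from limma), by 1.08 at 14 DAA and by -0.12 at 28 DAA (SE 0.85 each).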

One probe set for seed storage protein gene (Ta.2415.2.S1_a_at for gliadin/avenin seed protein) was clustered separately in cluster II. Cluster analysis distinctly grouped key genes for processing quality in cluster V indicating their similar expression patterns in good quality varieties i.e. up-regulated at early stage of seed development (Figure 3). The role of the remaining four clusters cannot be validated to processing quality in the present study, but they represent potential candidate genes for marker development through association studies.

**Figure 3:**
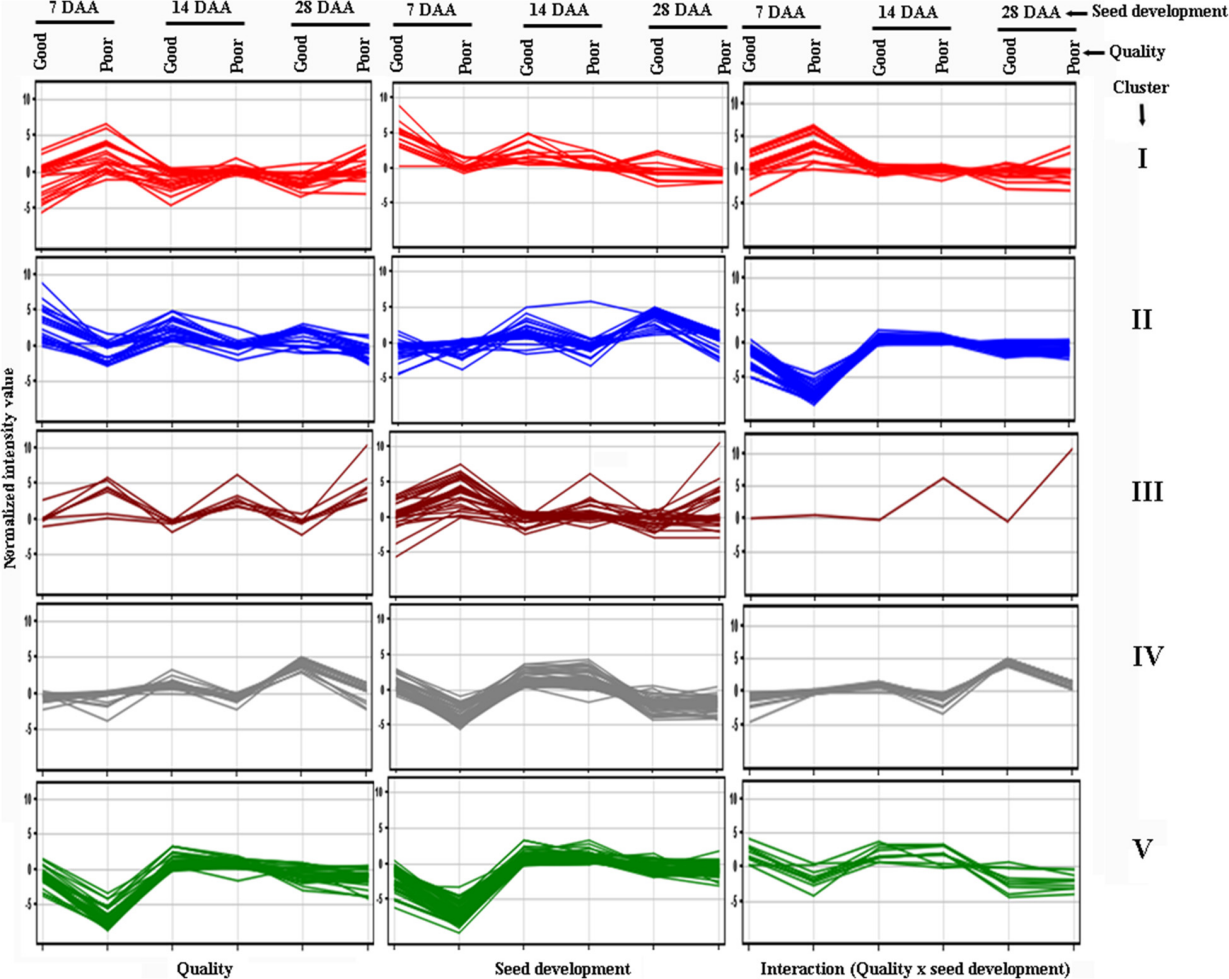
**Clustering of the expression of probe sets identified for quality, seed development, and interaction (quality x seed development) into five clusters (I, II, III, IV, and V) in three seed developmental stages, namely, 7, 14, and 28 days after anthesis (DAA).** The cluster analysis was done to identify co-expressed genes using GeneSpring software (Agilent Tech, Santa Clara, USA).

### Identification of candidate genes whose expression changed due to seed development

Total 219 probe sets were identified for seed development whose expression changed at least ten-fold between good and poor quality varieties in at least one of the three condition pairs (‘Good-7 DAA’ vs ‘Poor-7 DAA’, ‘Good-14 DAA’ vs ‘Poor-14 DAA’, and ‘Good-28 DAA’ vs ‘Poor-28 DAA’) (Table 2, see Additional file 3, Figures 1 and 2B). Using blastx similarity search of the sequence of the 219 probe sets at NCBI, the putative gene function was assigned to 153 probe sets (69.9% = 153/219), hypothetical proteins to 57 (26.0% = 57/219) probe sets, and similarity of the remaining 9 probe sets was not found in the database. Out of 219, 171, 2, and 35 probe sets showed differential expression in 7, 14, and 28 DAA, respectively and the remaining 11 probe sets were differentially expressed in at least two seed development stages (Figure 2B). 

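The oleosin gene, whose product coats oil bodies, differed by 3.36 at 7 DAA (SE 0.70, adjusted p = 0.00137 from limma) and the globulin-1 gene of the embryo by 3.61 (SE 0.77, adjusted p = 0.00181), with differences of -0.16 and -0.14 at 14 DAA. With a LEA gene they made 3 of 3 probe sets of late embryogenesis and desiccation higher at 7 DAA (3 when adjusted over the list alone, which is not independent evidence for the names taken from the study). Of the 12 probe sets of embryo and desiccation genes by the array's annotation, 2 were higher, the LEA gene among them (adjusted p = 0.38 with an estimated correlation in camera's set test). The LEA gene, at 2.20 (adjusted p = 0.0175), had an adjusted p of 0.0521 without Lok1 7 DAA replicate 1, 0.0634 without Lok1 7 DAA replicate 2 and 0.0539 without WH291 7 DAA replicate 2. It differed by 0.35 and globulin-1 by 1.79 without all arrays labelled Lok1 7 DAA, and neither passed the test. By stage, 173 of the 223 probe sets for seed development passed 10-fold at 7 DAA alone, 3 at 14 DAA alone and 35 at 28 DAA alone. At 7 DAA 158 were higher and 24 lower in the good varieties. At 28 DAA 33 were higher and 11 lower. The higher count there was 54 to 59 without any 1 of the C306 28 DAA arrays, 59 without Sonalika 28 DAA replicate 3, 18 without Lok1 28 DAA replicate 2 and 21 without WH291 28 DAA replicate 3. At 14 DAA 7 were higher and 4 lower, and the higher count ranged from 4 without any Sonalika 14 DAA array to 13 without WH291 14 DAA replicate 3. All 236 probe sets of Additional file 3 had a median of 3.80 at 7 DAA, where 163 were higher and 30 lower (166 and 35 when adjusted over the list alone).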

Further analysis revealed that out of 219, the expression of 37 probe sets was also changed due to quality (Figure 1).

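A LMW glutenin gene, whose protein adds to dough strength, differed by 5.88 at 7 DAA (SE 1.00, adjusted p = 0.000189 from limma), and a probe set of the gamma-gliadin gene GAG56D by 6.62 (SE 1.05, adjusted p = 9.01e-05). The other probe set of GAG56D, which the study did not pick, differed by 0.65 (adjusted p = 0.162). All 60 probe sets annotated as gliadin, glutenin, avenin or globulin were higher in the good varieties at 7 DAA, with a median difference of 5.61 (range 3.35 to 8.15). The count was 60 when adjusted over the list alone, and the adjusted p was 0.0105 with an estimated correlation in camera's set test. Neither is independent evidence, since the study chose these probe sets on the same arrays. The medians were 0.08 at 14 DAA and 0.02 at 28 DAA, where limma found 0 past the test, with 2 at an unadjusted p under 0.05 at each stage.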

Out of 153, the majority of probe sets (35.9% = 55/153) were dominated by seed storage protein genes such as gliadin (alpha-/beta-, gamma, and omega gliadins), glutenin (LMW glutenin subunit) and HMW glutenin subunit, and avenin-like. Other genes were related to grain hardness such as puroindolines and grain softness proteins, starch biosynthesis metabolism such as granule bound starch synthase-I (GBSS-I), alpha- and beta-amylase inhibitors, peroxidase, trypsin inhibitor, etc. (see Additional file 3).

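The beta-purothionin gene, which encodes a small toxic protein of the endosperm, differed by 4.95 at 7 DAA (SE 1.18, adjusted p = 0.00449 from limma), and by 4.50 without the arrays labelled Lok1 7 DAA, which did not pass the test. All 6 thionin probe sets were higher in the good varieties at that stage, with a median of 4.38 (adjusted p = 0.0452 with an estimated correlation in camera's set test, and 6 when adjusted over the list alone, which is not independent evidence). The array's annotation names the same 6 as thionins (adjusted p = 0.0792 among the lists from that annotation). Of 3 genes of lipid transfer proteins, which bind lipids, 2 were higher and 1 lower at 7 DAA, as many when adjusted over the list alone. A 2G type gene differed by 3.47 (SE 0.69, adjusted p = 0.00094) and the type 1 gene by -3.57 (SE 0.65, adjusted p = 0.000355). Genes of enzymes that attack fungal walls went both ways, 1 higher and 1 lower. The gene for glucan endoglucosidase GIV differed by 3.42 (SE 0.63, adjusted p = 0.000431) and the chitinase II gene by -3.35 (SE 0.55, adjusted p = 0.000128), or -1.78 without the arrays labelled Lok1 7 DAA, which still passed the test.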

Four probe sets related to genes for grain hardness and softness showed differential expression from about ten-fold (Ta.14614.1.S1_at) to about 43-fold (Ta.69.2.S1_x_at) in early stage of seed development i.e. 7 DAA and one probe set (Ta.23141.1.S1_at) showed about 22-fold differential expression at later stage of seed development i.e. 28 DAA between good and poor varieties (see Additional file 3). 

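Puroindoline b, which softens the grain, had a centred signal of -0.54 ± 0.96 (SD, n = 6 arrays) in the good and -5.66 ± 3.97 (SD, n = 6) in the poor varieties at 7 DAA. Its difference was 5.12 (SE 1.13, adjusted p = 0.0023 from limma). A gene for a grain softness protein differed by 5.42 (SE 1.21, adjusted p = 0.00263), which is 42.8-fold (22-fold without WH291 7 DAA replicate 3 to 85.9-fold without Sonalika 7 DAA replicate 3), and the puroindoline-like gene by 3.34 (SE 0.78, adjusted p = 0.00371), which is 10.1-fold. With the arrays labelled Lok1 7 DAA left out they were 4.68 and 2.18, and neither passed the test. The puroindoline a gene differed by 4.47 at 28 DAA (SE 1.80, adjusted p = 0.259), which is 22.2-fold (10.4-fold without Lok1 28 DAA replicate 1 to 39.3-fold without C306 28 DAA replicate 2). Its mean over 3 arrays was 7.78 in Lok1, against -0.09 in C306, 0.12 in Sonalika and -1.37 in WH291. Of the 5 probe sets of grain hardness 4 were higher at 7 DAA (4 when adjusted over the list alone, which is not independent evidence), with a median of 4.93 and an adjusted p of 0.0467 with an estimated correlation in camera's set test.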

Grain hardness is considered as a single important trait that determines the quality of end-use products such as bread and cookies or biscuit [33]. Puroindoline genes coding puroindoline a and b are major contributor of grain hardness. If puroindoline a and b are functional, the grain is soft or both or either one of them are mutated or absent, the grain is very hard [34]. Out of five, two probe sets (Ta.69.2.S1_x_at and Ta.840.1.S1_at) represent grain softness proteins. 

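The other grain softness protein gene differed by 4.93 at 7 DAA (SE 1.33, adjusted p = 0.0115 from limma), -0.33 at 14 DAA and -0.68 at 28 DAA (SE 1.33 each). At 7 DAA it was 3.82 and did not pass the test without the arrays labelled Lok1.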

Jolly *et al.*[35] reported the linkage of the genes of grain softness proteins to the grain hardness locus (*Ha*). However, no direct or indirect relationship of this protein to grain texture has been established [34].

The wheat microarray contains probe sets of more than 28 genes of starch metabolism. In this study, only GBSS (granule bound starch synthase) and beta-amylase showed at least 10-fold differential expression between the contrasting varieties. Beta amylase (Ta.27780.1.S1_x_at) expression was involved in quality and seed development as well as in their interactions (Additional file 3: Table S3). Its differential expression (about 60-fold) was only present in early stage of seed development (7 DAA). 

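The beta-amylase gene similar to that of Aegilops tauschii differed by 5.87 at 7 DAA (SE 0.87, adjusted p = 3.67e-05 from limma), which is 58.6-fold (110-fold without Sonalika 7 DAA replicate 3), by -0.22 at 14 DAA and by -0.11 at 28 DAA, and the change with stage passed the test of interaction (adjusted p = 0.00347). The partial beta-amylase gene of bread wheat differed by 6.17 at 7 DAA (SE 0.88, adjusted p = 2.65e-05). All 4 beta-amylase probe sets, which read an enzyme of starch breakdown, were higher in the good varieties at 7 DAA, with a median of 6.55 (4 when adjusted over the list alone, which is not independent evidence). At 14 and 28 DAA limma found 0 of them past the test, and 0 at an unadjusted p under 0.05.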

Beta-amylase is responsible for starch hydrolysis at the time of seed germination by releasing maltose (two glucose units) of the second α-1,4 glycosidic bonds from the non-reducing end. It accumulates during grain maturation, but remains inactive till germination.

GBSS is believed to be responsible for synthesis of amylose in seed (for review, see [36]. The content of amylose affects processing quality. GBSS mutant analysis found amylose free seed indicating that this enzyme is responsible for amylose synthesis [37]. This enzyme is found in two forms- GBSSI in endosperm and GBSSII in non-endospermic tissues [38]. In this study a high increase in differential expression of GBSS from early (about 7-fold at 7 DAA) to late maturity (about 93 fold at 28 DAA) was observed between good and poor quality varieties. 

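GBSS I, the enzyme that makes amylose, had a gene difference of -2.75 at 7 DAA (SE 1.61, adjusted p = 0.304 from limma), -4.75 at 14 DAA (SE 1.61, adjusted p = 0.457) and -6.54 at 28 DAA (SE 1.61, adjusted p = 0.0218). In size these are 6.71-fold, 26.9-fold and 92.8-fold, lower in the good varieties, and with single arrays left out they ranged from 3.62-fold without C306 7 DAA replicate 2 to 12.7-fold without Lok1 7 DAA replicate 2, from 14.8-fold without Sonalika 14 DAA replicate 3 to 51.7-fold without WH291 14 DAA replicate 3, and from 65-fold without Sonalika 28 DAA replicate 3 to 144-fold without WH291 28 DAA replicate 3. At 28 DAA the means of this probe set over 3 arrays were -2.12 in C306, -2.54 in Lok1, 5.47 in Sonalika and 2.94 in WH291. The arrays labelled Lok1 7 DAA had a mean of 6.96, against -1.84 in Lok1 at 14 DAA, and those labelled WH291 14 DAA had -1.43, against 4.76 in WH291 at 7 DAA. Without the arrays labelled Lok1 7 DAA the difference at 7 DAA, with C306 as the only good variety, was -7.04 and passed the test. Without those labelled WH291 14 DAA the difference at 14 DAA, against Sonalika alone, was -9.05 and passed it. The adjusted p at 28 DAA was 0.0502 without Sonalika 28 DAA replicate 1, 0.0538 without Sonalika 28 DAA replicate 3 and 0.0515 without WH291 28 DAA replicate 2. For that probe set the adjusted p was 0.00242 for quality, 0.0143 for seed development and 0.583 for interaction. A further probe set of GBSS I, named waxy in the array's annotation, differed by 1.36 at 7 DAA, -0.33 at 14 DAA and -0.52 at 28 DAA (adjusted p = 0.319, 0.977 and 0.897).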

The expression of the GBSS gene was involved in both qualities as well as in seed development, but not in interaction of quality and development (see Additional file 3).

Cluster analysis of the 219 probe sets showing at least ten-fold differential expression into 5 clusters identified the co-expressed genes having similar expression patterns in different seed development stages in good and poor varieties (see Additional file 5, Figure 3). Cluster analysis of the 219 probe sets grouped the probe sets in the same cluster having similar expression patterns (see Additional file 5, Figure 3). 

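The gene for the hypothetical protein F775_43830 is among the 16 probe sets of cluster I for seed development, with a difference of 4.96 at 14 DAA (SE 1.46, adjusted p = 0.345 from limma) and 3.00 at 28 DAA (SE 1.46, adjusted p = 0.398). In C306 its mean was 8.27 at 7 DAA, 9.80 at 14 DAA and 5.49 at 28 DAA, and in Lok1 it was 9.49 on the arrays labelled 7 DAA, 0.02 at 14 DAA and -0.56 at 28 DAA, so the smaller difference at 14 DAA than at 7 DAA follows the arrays labelled Lok1 7 DAA. Over the cluster the median difference was 3.67 at 7 DAA, 1.15 at 14 DAA and 0.16 at 28 DAA. Higher in the good varieties were 15 at 7 DAA (15 when adjusted over the list alone) and 1 at 14 DAA (5 over the list alone). The list is not independent evidence. In camera's set test the adjusted p of the cluster was 0.00445 at 7 DAA and 0.0816 at 14 DAA with an estimated correlation.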

In cluster I, the probe sets showed up-regulation in good quality varieties in early stage of seed development (7 DAA) and did not show any much change at later stage of seed development. 

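A probe set with no similarity found was the 1 of cluster II for seed development that was higher in the good varieties at 14 DAA, by 4.19 (SE 0.77, adjusted p = 0.0241 from limma). Its difference was -3.97 at 7 DAA (SE 0.77, adjusted p = 0.00073) and 3.19 at 28 DAA (SE 0.77, adjusted p = 0.0194). The call at 14 DAA was lost without C306 14 DAA replicate 2 or 3, Lok1 14 DAA replicate 2 or any of the Sonalika 14 DAA arrays (adjusted p 0.0521 to 0.123), and that at 28 DAA without Lok1 28 DAA replicate 2 or WH291 28 DAA replicate 3 (0.0584 and 0.0561). The cluster, with the genes of peroxidase 66 and of the TNT transposon, has 36 probe sets and had a median difference of -0.42 at 7 DAA, 1.99 at 14 DAA and 3.52 at 28 DAA. Higher at 28 DAA were 27, and 33 when adjusted over the list alone (16 at 14 DAA), which is not independent evidence. With an estimated correlation, the adjusted p of the cluster was 0.0135 at 14 DAA and 0.000198 at 28 DAA in camera's set test.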

In cluster II, the majority of the probe sets showed up-regulation in good quality varieties at later stages of seed development (14 and 28 DAA). 

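The gene for the hypothetical protein TRIUR3_09069 was lower in the good varieties at 7 DAA, by a difference of -4.98 (SE 0.73, adjusted p = 3.67e-05 from limma), and differed by -0.45 at 14 DAA and -0.46 at 28 DAA. The mean at 7 DAA was -6.39 on the arrays labelled Lok1 and -1.31 in C306, and without the former the difference was -2.44 and passed the test. It belongs to cluster III for seed development, with the genes of ribosomal protein L4-1 and nepenthesin-1. The 29 probe sets had a median difference of -3.56 at 7 DAA, where 23 were lower in the good varieties (23 when adjusted over the list alone, which is not independent evidence). The medians were -0.04 at 14 DAA and -0.07 at 28 DAA, where 10 were lower and 1 higher. In camera's set test the adjusted p was 3.92e-05 at 7 DAA, 0.208 at 14 DAA and 0.0284 at 28 DAA with an estimated correlation. That test used the same list and is not independent evidence either.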

In cluster III, the probe sets showed down-regulation in good quality varieties at early stage i.e. 7 DAA (Figure 3). 

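A pair of probe sets of the dimeric alpha-amylase inhibitor, which acts against insect amylases, differed by 5.42 (SE 1.11, adjusted p = 0.00128 from limma) and 5.30 (SE 1.09, adjusted p = 0.00123) at 7 DAA. Cluster IV for seed development holds 56 probe sets, many of inhibitors and thionins, and cluster V 82, many of gliadins and glutenins. The median difference at 7 DAA was 4.53 in cluster IV and 5.18 in cluster V. Higher in the good varieties at 7 DAA were 56 of the 56 and 81 of the 82, as many when adjusted over the list alone, which is not independent evidence. At 14 DAA the medians were -0.09 and -0.02, where limma found 0 past the test in either cluster (1 and 2 at an unadjusted p under 0.05). The adjusted Rand index between own k-means clusters of the 219 probe sets and the study's was 0.53 to 0.99 (median 0.88).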

In clusters IV and V, the probe sets showed up-regulation in good varieties at early stage seed development i.e. 7 DAA. The key genes for processing quality, mainly seed storage protein genes were clustered in both cluster IV and V.

### Identification of candidate genes involved in interaction (quality x development)

Total 85 probe sets was identified for interaction (quality x development) showing at least ten-fold expression between good and poor varieties in at least one of the three condition pairs (‘Good-7 DAA’ vs ‘Poor-7 DAA’, ‘Good-14 DAA’ vs ‘Poor-14 DAA’, and ‘Good-28 DAA’ vs ‘Poor-28 DAA’) (Table 2, see Additional file 3, Figure 1). These probe sets were involved in development. Of them, 56 probe sets also involved in quality (Figure 1, see Additional file 3). 

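A probe set of the avenin-like gene ALP of the endosperm differed by 6.44 at 7 DAA (SE 1.00, adjusted p = 6.54e-05 from limma) and 0.14 at 14 DAA (SE 1.00), and its adjusted p for interaction was 0.00875. The other probe sets of ALP differed at 7 DAA by 6.94, 5.85 and, for the one that the study did not pick, 0.67 (adjusted p = 0.00366). Of the 114 probe sets with interaction as a source, 42 had seed development as a source without quality, and 1 had neither. At 7 DAA alone 93 of them passed 10-fold, at 14 DAA alone 2 and at 28 DAA alone 17. At 7 DAA 75 were higher and 19 lower in the good varieties, and the higher count ranged from 36 without WH291 7 DAA replicate 2 to 152 without Sonalika 7 DAA replicate 3. At 28 DAA 15 were higher and 3 lower, and the higher count ranged from 5 without Lok1 28 DAA replicate 2 to 40 without C306 28 DAA replicate 1.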

Further analysis revealed that 68, 2, and 13 probe sets (out of the 85 probe sets) were differentially expressed in 7, 14, and 28 DAA, respectively (Figure 2C).

Cluster analysis of the 85 probe sets grouped the probe sets in the same cluster having similar expression patterns (see Additional file 5, Figure 3). In cluster I, the probe sets showed up-regulation in poor varieties at early stage of seed development (i.e. 7 DAA) and did not show any change at later stage of seed development. In cluster II, the probe sets showed down-regulation in poor varieties at early stage of seed development (i.e. 7 DAA) and did not show any change at later stage of seed development. 

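A gamma-gliadin gene of cluster II for interaction differed by 7.20 at 7 DAA (SE 1.26, adjusted p = 0.000248 from limma), with an adjusted p of 0.0271 for interaction. The cluster holds 44 probe sets, most of them of gliadins and glutenins, with a median of 6.15 at 7 DAA. All 44 were higher in the good varieties then, and the medians were 0.04 at 14 DAA and 0.00 at 28 DAA, where limma found 0 past the test and 0 at an unadjusted p under 0.05. Cluster I, with the genes of nepenthesin-1 and chitinase II, had a median difference of -3.56 at 7 DAA over 17 probe sets, of which 16 were lower in the good varieties, and of 0.19 at 14 DAA and 0.10 at 28 DAA. The counts at 7 DAA were as large when adjusted over the list alone, which is not independent evidence, and the adjusted p of camera's set test was 0.000172 for cluster I and 0.00613 for cluster II with an estimated correlation.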

The most of probe sets for seed storage protein genes were grouped in cluster II. In cluster III, there was a single probe set (Ta.2025.1.S1_at, oxi-reductase, a Fe (II) oxygenase family protein) showing up-regulation in poor varieties at 14 and 28 DAA (Figure 3). 

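The gene, which Additional file 3 lists as the hypothetical protein TRIUR3_06809, had a centred signal of 10.49 ± 1.63 (SD, n = 6 arrays) in the poor and -0.27 ± 0.21 (SD, n = 6) in the good varieties at 28 DAA. Its difference of -10.75 (SE 1.57) had an adjusted p of 8.41e-05 from limma. At 14 DAA the difference was -6.43 (SE 1.57, adjusted p = 0.177), with means over 3 arrays of 12.08 in Sonalika and 0.28 on the arrays labelled WH291 14 DAA. Without those arrays it was -12.33, against Sonalika alone, and passed the test. At 7 DAA the difference was -0.68 (SE 1.57, adjusted p = 0.866), and 1.66 after cyclic loess normalization.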

In cluster IV, the probe sets showed up-regulation in good varieties at later stage seed development (28 DAA). 

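A probe set with no similarity found was higher in the good varieties at 14 DAA, by 3.76 (SE 0.57, adjusted p = 0.00812 from limma), and differed by 0.01 at 7 DAA and 0.26 at 28 DAA. It belongs to cluster V for interaction, as does the gene of glucanase GIV. The 10 probe sets of that cluster had a median of 3.71 at 7 DAA, -0.14 at 14 DAA and 0.13 at 28 DAA. At 7 DAA 9 were higher, and 9 when adjusted over the list alone (adjusted p = 0.00613 with an estimated correlation). Cluster IV, with a gene of the TNT transposon, had a median difference of -0.77 at 7 DAA, 2.35 at 14 DAA and 3.50 at 28 DAA over 13 probe sets. At 28 DAA 12 were higher in the good varieties and 13 when adjusted over the list alone (adjusted p = 0.00155 with an estimated correlation). Neither list is independent evidence. Own k-means clusters of the 85 probe sets had an adjusted Rand index of 0.73 to 1 with the study's (median 0.95).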

In cluster V, the majority of the probe sets showed up-regulation in good varieties at early stage of seed development.

### Spatial distribution of the expression of 110 probe sets related to processing quality across 10 development stages

Using gene-specific two-way ANOVA analysis, 110 probe sets were identified for processing quality showing at least 10-fold differential expression between good and poor quality varieties. The expression level of these probe sets were analysed across 1,328 samples which were available online and representing ten developmental stages including seedling, tillering, and flower development stages through meta-analysis using Genevestigator software. The heatmap produced after the analysis revealed expression potential of the individual probe sets in 10 development stages (Figure 4). Cluster analysis of the expression potential of the probe sets distinctly grouped the probe sets into three major clusters i.e. I, II and III of 43, 25, and 42 probe sets, respectively (Figure 4).

**Figure 4:**
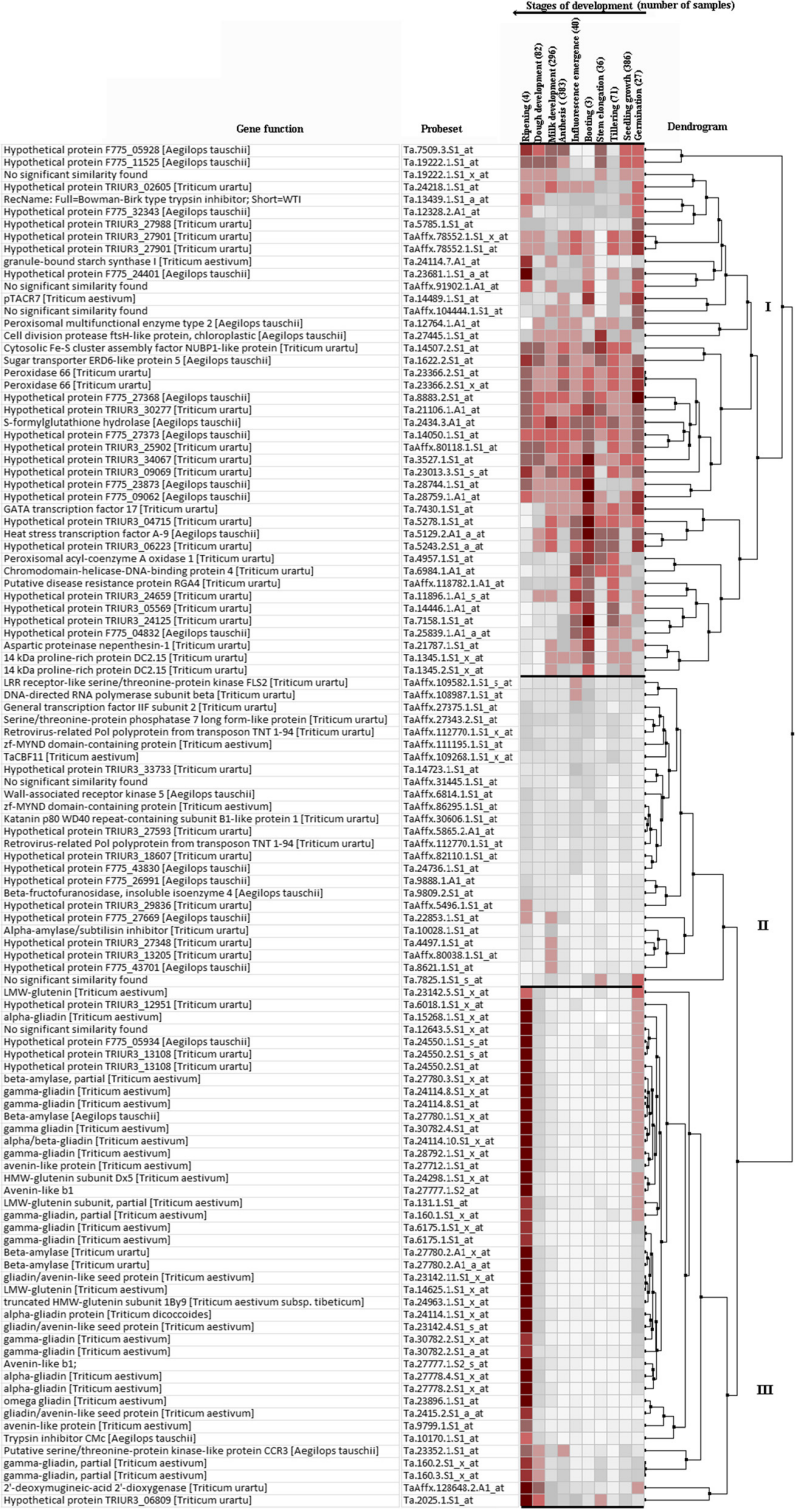
**A heat map of the 110 probe sets (identified for quality) indicating level of expression potentials in 10 development stages such as germination, seedling growth, tillering, stem elongation, booting, inflorescence emergence, anthesis, milk development, dough development, and ripening.** The expression potentials of the 110 probe sets were estimated in 1,328 samples which were available in the Affymetrix®’s *Triticum aestivum* microarray database. The darkest red color represents the highest level of probe set expression potential. The expression potential is defined as the average of the top 1% signal values across all samples for a given probe set in a given platform. The heat map was generated in Genevestigator (Nebion AG, Zurich, Switzerland).

In cluster I the expression level of the 43 probe sets was global as they were present in the majority of the ten developmental stages (Figure 4). About 42% (18/43) of the probe sets was annotated with blastx and showing homology to genes related to cellular and molecular mechanisms such as granule-bound starch synthase I (GBSSI), Bowman-Birk type trypsin inhibitor, aspartic proteinase nepenthesin-1, cell division protease, peroxidase, sugar transporter, transcription factors (GATA and heat stress TF A-9), 14 KDa proline-rich protein, low temperature specific wheat gene pTACR7, peroxisomal acyl-coenzyme A oxidase 1, etc. About of 51% (22/43) of the probe sets were hypothetical proteins to *Aegilops tauschii* and *Triticum urartu* and the significant similarity was not found for the other three probe sets.

Except eight probe sets, the expression level of other 17 probe sets in cluster II was low i.e. white or grey color in the heatmap (Figure 4). Majority of the probe sets (52% = 13/25) was annotated with blastx and showed homology to kinases (LRR receptor-like serine/threonine protein kinase and wall-associated receptor kinase 5), DNA-directed RNA polymerase, serine/threonine protein phosphatase, beta-fructofuranosidase, alpha-amylase/subtilisin inhibitor, transcription factor IIF, etc. Forty percentage (10/25) of the 25 probe set was hypothetical proteins and the significant similarity was not found for the other two probe sets.

In cluster III the expression level of the probe sets were strong in ripening and the majority of them had also expression in germination stage (Figure 4). Majority of the probe sets (about 69% = 29/42) were related to seed storage protein genes such as gliadins (alpha gliadin, alpha/beta gliadin, gamma gliadin), glutenin (low molecular weight and high molecular weight glutenin subunits), and avenin like proteins. The seven probe sets were related to beta-amylase, trypsin inhibitor, serine/threonine protein kinase and deoxymugineic acid dioxygenase. Five probe sets were hypothetical proteins to *Aegilops tauschii* and *Triticum urartu*. The significant similarity was not found for the remaining one probe set.

### Spatial distribution of the expression of 110 probe sets related to processing quality across 22 tissues/organs

The expression level of the 110 probe sets related to processing quality were analysed across 1,405 samples which were available online and representing 22 tissues including root, shoot, flag leaf, endosperm, embryo, coleoptile, and mesocotyl through meta-analysis using Genevestigator software. The heatmap produced after the analysis revealed expression potential of the individual probe sets in different tissues (Figure 5). Cluster analysis of the expression potential of the probe sets distinctly grouped the probe sets into three major clusters i.e. I, II, and III of 44, 23, and 43 probe sets, respectively (Figure 5), which was very similar to the clusters produced for the development stages (described in the previous section). The percentage of probe sets grouped in both clusters (Figures 4 and 5) was very similar i.e. 93.2% (cluster I), 95.7% (cluster II), and 90.7% (cluster III). Briefly, the expression level of the probe sets in cluster I was very strong (red color in the heatmap in Figure 5) and global as they were present in the most of the 22 tissues. Except a few probe sets, the expression level of the majority of the probe sets in cluster II and III were specific to one to two tissues (Figure 5). Majority of the probe sets in cluster III were related to seed storage protein genes such as gliadins (alpha gliadin, alpha/beta gliadin, gamma gliadin), glutenin (low molecular weight and high molecular weight glutenin subunits), and avenin like proteins.

**Figure 5:**
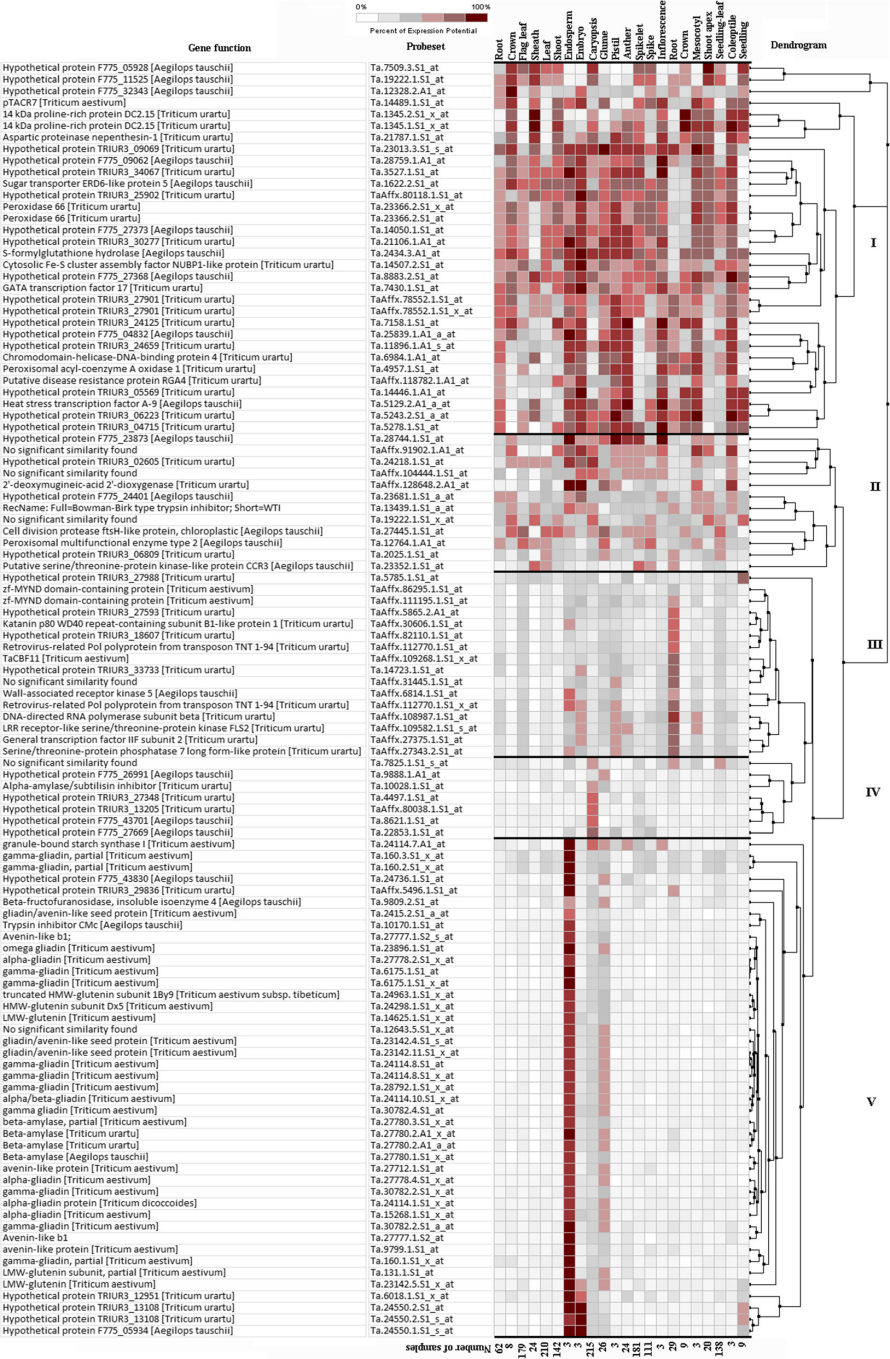
**A heat map of the 110 probe sets (identified for quality) indicating level of expression potentials in 22 wheat tissues such as endosperm, glume, caryopsis, embryo, leaf, root, coleoptile, mesocotyl, seedling, sheath, shoot, shoot apex, leaf, flag leaf, crown, inflorescence, spikelet, pistil, anther, glumes, caryopsis, endosperm, embryo.** The expression potentials of the 110 probe sets were estimated in 1,405 samples available in the Affymetrix®’s *Triticum aestivum* microarray database. The darkest red color represents the highest level of probe set expression. The expression potential is defined as the average of the top 1% signal values across all samples for a given probe set in a given platform. The heat map was generated in Genevestigator (Nebion AG, Zurich, Switzerland). ‘Root’ labelled at 16th column of the heatmap represents ‘roots of seedling’. ‘Crown’ labelled at 17^th^ column of the heatmap represents ‘Crown of seedling’.

The heatmaps providing information on spatial distribution of the genes would assist in designing functional genomics experiments specific to a particular growth stage or tissue. The correct interpretation of results is very important for formulating new hypothesis and models, and designing proper experiments to test them [39].

### Pathway analysis of the 35,472 probe sets

The 35,472 probe sets (see Additional file 1) which passed the gene-specific two-way ANOVA (corrected *p* value of 0.05) were mapped to metabolism pathways by using MapMan software on the *Triticum aestivum* mapping data, “Taes_Affy_0709”. 

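Probe sets of ADP-glucose pyrophosphorylase, the enzyme that makes the building block of starch, were in part higher in the good varieties at 7 DAA. That of AGP-S had a centred signal of 1.88 ± 0.37 (SD, n = 6 arrays) against -1.18 ± 1.83 (SD, n = 6), with a difference of 3.06 (SE 0.60, adjusted p = 0.000788 from limma). A probe set of AGA.1 differed by 2.02 (SE 0.43, adjusted p = 0.00171) and the other by 0.04 (adjusted p = 0.883), and the waxy gene Wx did not pass the test. Of the 4 probe sets of starch synthesis with such a name in the array's annotation, 2 were higher at 7 DAA (median 1.69), and at 14 and 28 DAA limma found 0 past the test and 0 at an unadjusted p under 0.05. In that annotation 199 of the 61290 probe sets carry a gene name other than a locus number, so the pathways of the MapMan display were not analysed here.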

The genes of several metabolic pathways such as starch (AGPase, starch synthase, starch branching enzymes, starch debranching enzymes, and starch transporter), myo-inositol, sugar and sugar-alcohol, and cell wall were up-regulated at early stage of seed development (7 DAA) in good quality varieties (Figure A in Additional file 6). 

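The gene PRK of phosphoribulokinase, an enzyme of the Calvin cycle, was lower in the good varieties at 7 DAA, at 0.81 ± 1.26 (SD, n = 6 arrays) against 2.82 ± 0.98 (SD, n = 6). Its difference of -2.01 (SE 0.52) had an adjusted p of 0.00815 from limma. Of the 2 probe sets of that cycle past the filter 2 were lower (median -1.44). FBP differed by -0.86 (SE 0.29, adjusted p = 0.0461), and its adjusted p was 0.05 to 0.186 without any of 20 of the 36 arrays. In the light reactions a probe set of petC, a subunit of the cytochrome complex, differed by -1.81 (SE 0.59, adjusted p = 0.0365), which was 0.0512 to 0.118 without any Lok1 7 DAA array, C306 or Sonalika 7 DAA replicate 2, or WH291 7 DAA replicate 2 or 3. The other probe set of petC differed by 0.06 (adjusted p = 0.809), those of PsbP by -1.59 (adjusted p = 0.0542) and -0.20 (adjusted p = 0.408), and PsbO by -1.02 (adjusted p = 0.0847). Of 5 light reaction probe sets 1 was lower, with a median of -1.02 and an adjusted p of 0.189 with an estimated correlation in camera's set test. When the arrays labelled Lok1 7 DAA were left out, limma found 0 of the light reaction and Calvin cycle probe sets past the test at 7 DAA, with medians of -0.60 and -0.96. Of 28 probe sets of rbcL, which encodes the large subunit of Rubisco, 7 were lower at 7 DAA (median -0.25, adjusted p = 0.0792 with an estimated correlation).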

The genes of photo systems (light reactions) and Calvin cycle were down-regulated in early stage of seed development (7 DAA) in good quality varieties (Figure A in Additional file 6). 

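A probe set of the tubulin gene Tubb5 of the cell skeleton was lower in the good varieties at 7 DAA, by -1.30 (SE 0.31, adjusted p = 0.00405 from limma). Its other probe sets differed by -1.18 (adjusted p = 0.00881), -0.74 (adjusted p = 0.0321) and -0.68 (adjusted p = 0.0659), and 5 of 10 tubulin probe sets were lower (median -0.71, adjusted p = 0.186 with an estimated correlation in camera's set test). A probe set of the H2B gene wcH2B-8 differed by -1.49 (SE 0.47, adjusted p = 0.0306). Of its other 6 probe sets 1 passed, at -0.73 (adjusted p = 0.0319), and the rest lay between -0.98 (adjusted p = 0.111) and -0.87 (adjusted p = 0.235). The call of the 1 that passed was lost when any 1 of 9 arrays was left out (adjusted p 0.0507 to 0.0943 from limma). In all 5 of 18 histone probe sets were lower (adjusted p = 0.191 with an estimated correlation), with a median of -0.82 that became 0.04 with the stage of development of each array as a covariate. The call of that first probe set of wcH2B-8 was lost without Lok1 7 DAA replicate 2 or 3 or any WH291 7 DAA array (adjusted p 0.0626 to 0.107). Without the arrays labelled Lok1 7 DAA, 1 histone probe set and 0 tubulin probe sets passed limma's test. Over all probe sets, 7751 differed between good and poor varieties at 7 DAA, 3959 higher and 3792 lower in the good varieties. At 7294 of them the varieties differed in the same direction in all 4 pairs of a good and a poor variety. The 7751 were chosen on the same arrays, so this agreement is in part built in and is not independent evidence. The share over all probe sets is not given here. At 28 DAA 839 were higher and 471 lower, and at 14 DAA 7 and 7, where leaving out the arrays labelled WH291 14 DAA gave 421 in all. Leaving out all arrays of Lok1, C306, Sonalika or WH291 in turn gave 852, 228, 225 and 693 at 14 DAA. A larger count is therefore not particular to leaving out the arrays labelled WH291 14 DAA. At an unadjusted p under 0.05 limma found 15118 at 7 DAA, 4363 at 14 DAA and 7373 at 28 DAA.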

The activities of other metabolic pathway genes were more differentiated at 7 DAA between good and poor varieties (Figure A in Additional file 6), but less at later stages (14 and 28 DAA) of seed development (Figures B and C in Additional file 6). This indicates that genes for seed development and processing quality are regulated at early stage of seed development.

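Genes that change between 7 and 14 DAA tended to differ between good and poor varieties at 7 DAA in the direction of that change. Of 902 probe sets that were at least 4-fold higher at 14 DAA than at 7 DAA, 76.8% were higher in the good varieties at 7 DAA, and of 658 that were at least 4-fold lower, 82.2% were lower. These shares were not computed without the arrays labelled Lok1 7 DAA. On an index of seed development from 34276 probe sets, with 0 at the mean of the 7 DAA arrays and 1 at 14 DAA, the good varieties lay at 0.12 ± 0.21 (SD, n = 6 arrays) and the poor varieties at -0.12 ± 0.06 (SD, n = 6). As 0 is the mean of these same arrays, the group means mirror each other. The mean was 0.26 on the arrays labelled Lok1 7 DAA, with replicate 2 at 0.511, and -0.01 in C306, against -0.09 in Sonalika and -0.16 in WH291. Over the 12 arrays of 7 DAA the index and the median of the 29 storage protein probe sets had r = 0.75 (permutation p = 0.00127, adjusted p = 0.00288) and rho = 0.89 (permutation p = 0.00023, adjusted p = 0.00184), counting both directions and 8 relations. Without the 2 arrays farthest from the median of the index, Lok1 7 DAA replicates 2 and 3, r was 0.88 (permutation p = 0.00124). Within the good varieties r was 0.75 (exact permutation p = 0.107, n = 6) and within the poor varieties 0.76 (exact permutation p = 0.0778, n = 6). The permutations moved single arrays, although arrays of 1 variety are replicates of that variety, so their p-values say nothing of whole varieties. From the larger differences at 7 DAA, the paper infers that genes for seed development and processing quality are regulated early in seed development.

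**Figure D2:**
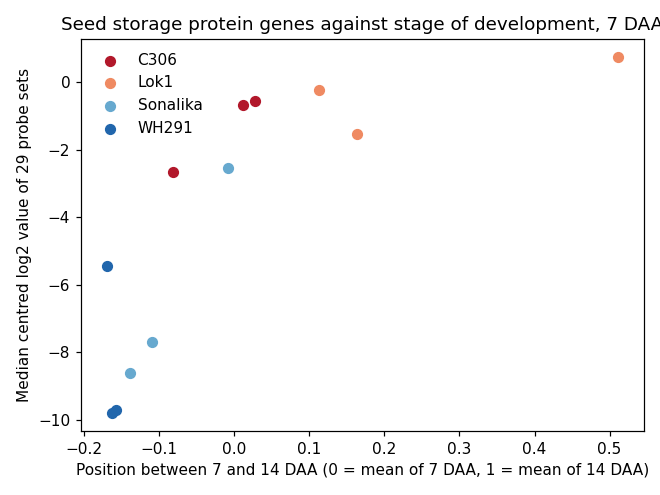
Index of seed development (horizontal axis, 0 for the mean of the 7 DAA arrays and 1 for that of the 14 DAA arrays) against the median centred log2 signal of the 29 storage protein probe sets (vertical axis) for the 12 arrays of 7 DAA, coloured by variety. Lok1 has a mean index of 0.26, C306 of -0.01, Sonalika of -0.09 and WH291 of -0.16.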

### Validation of differential expression by quantitative RT-PCR

The expression profiles of a few randomly chosen genes were validated by quantitative RT-PCR. A set of reference genes has been recently proposed for common wheat such as gene for cell division control protein, AAA-superfamily of ATPases (CDC, Ta.54227), ADP-ribosylation factor, ARF (ADPRF, Ta.2291), and RNase L inhibitor-like protein (RLI, Ta.2776) [40]. For this study one house-keeping gene such as ARF was used as a reference gene for quantitative validation of the expression data. The two differentially expressed genes, pre-α/β-gliadin and γ-gliadin, were randomly chosen for validation of the microarray data (Tables 5 and 6, Figure 6). The individual C_T_ values of the house-keeping gene at the three seed development stages, 7, 14, and 28 DAA, in the two diverse chapatti making varieties, C306 and Sonalika were used for normalization. The two target genes showed similar difference in their expressions through seed developmental stages between the varieties, which are largely in agreement with the microarray data (Table 6). For example, the expressions of pre-α/β-gliadin and γ-gliadin genes were very high in the variety C306 than the variety Sonalika at early stage seed development, 7 DAA (Figure 6, Table 6). Hence, the microarray data were validated by qualitative PCR.

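On the arrays, the pre-alpha/beta-gliadin probe set was at -1.17 ± 1.33 (SD, n = 3) in C306 and -7.79 ± 4.33 (SD, n = 3) in Sonalika at 7 DAA. C306 minus Sonalika was 6.62 (SE 1.40, adjusted p = 0.0028 from limma), which is 98.5-fold (40-fold without Sonalika 7 DAA replicate 1 to 557-fold without Sonalika 7 DAA replicate 3). The gamma-gliadin probe set differed by 5.11 (SE 1.30, adjusted p = 0.0143), which is 34.4-fold (16.2-fold without Sonalika 7 DAA replicate 1 to 145-fold without Sonalika 7 DAA replicate 3). At 14 DAA the differences were -0.03 and -0.49, and at 28 DAA -0.26 and -0.99, none past the test. After cyclic loess normalization those at 14 DAA were 1.15 and 0.34. The reference gene ARF, which acts in vesicle traffic, had C306 minus Sonalika at 0.18, 0.06 and -0.12 at the 3 stages (SE 0.15 each). The qRT-PCR values were not analysed here.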

**Table 5:** Nucleotide sequences of forward and reverse primers of two randomly chosen candidate genes for processing quality (pre-α/β-gliadin and γ-Gliadin) and one control (ADP ribosylation factor, ARF) used for their validations of differential expression between good and poor quality varieties using quantitative real time PCR (qRT-PCR)

**Gene**	**Forward primer (5′-3′)**	**Tm (°C)**	**Reverse primer (5′-3′)**	**Tm (°C)**	**Product size (bp)**
ADP ribosylation factor (ARF)	TGATAGGGAACGTGTTGTTGAGGC	57.4	AGCCAGTCAAGACCCTCGTACAAC	59.1	200
Pre-α/β-gliadin	GACCTTTCTCATCCTTGTCCTCCT	57.4	CTGTGAATATGGTAGTTGCGGCTG	57.4	265
γ-Gliadin	TCTCTACAACAACAGATGAACCCCTG	58.0	GCCTTGTTGTTGTTCTTGCTGCATG	57.7	225

**Table 6:** Fold change values of the validated (by qRT-PCR) pre-α/β-gliadin and γ-gliadin genes between good and poor quality varieties at three seed development stages using qRT-PCR and microarrays

Gene/seed development stage*	**Fold change values in gene expression between C306 and Sonalika**	
	**qRT-PCRs**	**Affymetrix wheat microarrays**
**pre α/β-gliadin**		
7 DAA	74.7	100.7
14 DAA	1.0	-1.0
28 DAA	1.4	-1.2
**γ-gliadin**		
7 DAA	47.6	38.8
14 DAA	6.4	-1.4
28 DAA	1.7	-2.0

*Seed development stages at 7 DAA (days after anthesis), 14 DAA, and 28 DAA.

**Figure 6:**
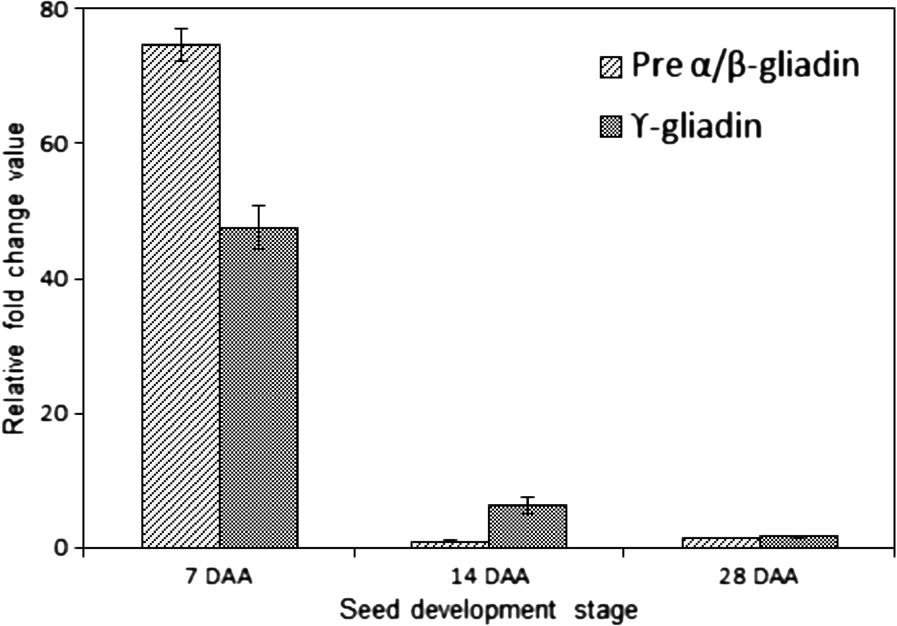
**Validation of differential expression (fold change) of two randomly chosen candidate genes (pre-α/β-gliadin and γ-Gliadin) at three seed development stages using qRT-PCR.** The validation was done between a good (C306) and a poor (Sonalika) chapatti quality varieties in 7, 14, and 28 days after anthesis (DAA) of seed developmental stage through quantitative real time PCR (qRT-PCR). Y-axis represents fold change in differential expression of genes in the wheat variety, C306 in comparison to the wheat variety, Sonalika. X-axis represents three seed development stages i.e. 7, 14, and 28 DAA. The expression data were normalized to that of a control gene, ADP ribosylation factor, ARF. qRT-PCR data analysis was done following Livak and Schmitteng (2001) [46].

## Conclusion

Genome-wide transcriptome analysis with help of two-way ANOVA in developing caryopsis identified a substantial number of differentially (at least 10-fold) expressed genes in two diverse sets of Indian wheat varieties for chapatti quality. Many key processing quality related genes such as different subunits of glutenin and gliadins, puroindolines, grain softness protein, alpha and beta amylases, proteases, peroxidase, GBSS, etc. were identified. In addition, many other candidate genes related to cellular and molecular functions were also identified. The ANOVA analysis revealed that the expression of majority of the candidate genes for good chapatti was involved in interaction of quality and development. Most of these probe sets showed differential expression at early stage of seed development i.e. temporal expression. Meta-analysis revealed that the majority of the genes expressed in one or a few growth stages indicating spatial distribution of their expressions. The differential expression of the two candidate genes, pre-α/β-gliadin and γ-gliadin between good and poor chapatti quality varieties was validated by quantitative real time PCR. Therefore, this study able to identify several known processing quality related genes and many additional candidate genes for good chapatti and their interactions with development and temporal and spatial distributions. Gene identified for processing quality and information on temporal and spatial distributions of their expressions would be useful for designing programs for improvement of processing quality either by changing expression (over expression or down regulation) of genes or development of single nucleotide polymorphisms (SNPs) markers using bi-parental mapping populations for molecular breeding.

## Methods

### Plant materials

Two traditionally known good chapatti making varieties, C306 and Lok1 and two poor chapatti making varieties, Sonalika and WH291 were used for transcriptome studies. 

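Varieties can carry or lack whole gene copies, so probe sets that are on in some varieties and off in others serve as marks of a variety. The puroindoline a gene, a marker of grain hardness, was at 9.38 ± 0.04 (SD, n = 3 arrays) in Lok1 at 14 DAA and 9.48 ± 0.14 (SD, n = 3) on the arrays labelled WH291 14 DAA. At 84 probe sets the mean signal of each variety and stage could be called on or off with a gap of at least 2 in log2. WH291 at 7 and 28 DAA shared 98.8% of the calls, whereas the arrays labelled WH291 14 DAA shared 69% with WH291 at 7 DAA and 67.9% with WH291 at 28 DAA. Those arrays shared 100% with Lok1 at 14 and at 28 DAA. The arrays labelled Lok1 7 DAA shared 54.8% with Lok1 at 14 DAA, 64.3% with WH291, 58.3% with Sonalika and 36.9% with C306 at 7 DAA. Between stages the calls changed at 1 of the 84 in C306 and at 0 in Sonalika.

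**Figure D3:**
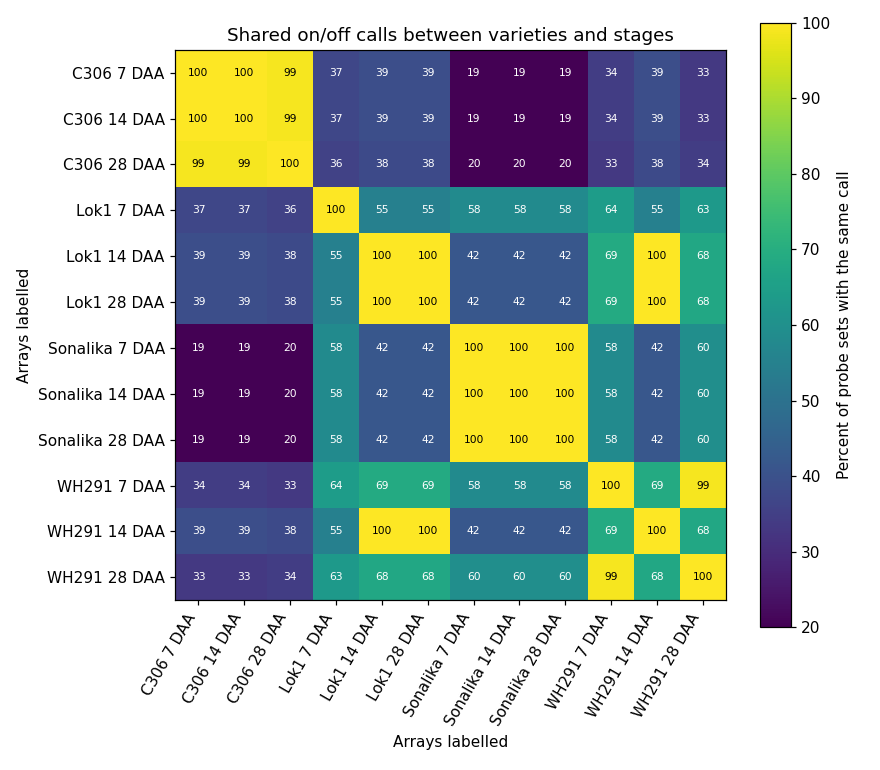
Percent of 84 on/off probe sets with the same call for each pair of the 12 combinations of variety and stage (both axes). WH291 14 DAA matches Lok1 14 DAA and Lok1 28 DAA at 100%, and Lok1 7 DAA matches Lok1 14 DAA at 54.8%.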

The detailed information on the varieties described in Additional file 7. These varieties were grown in three replicates at the Research Farm of National Agri-Food Biotechnology Institute (NABI) Mohali, India during 2010-11. The main individual spikes of the three biological replications of each of the four varieties were tagged at first day of anthesis. The tagged spikes were harvested at three main seed developmental stages i.e. 7, 14, and 28 DAA, immediately frozen in liquid nitrogen, and stored at -80°C for RNA extraction.

### RNA extraction

Total RNA was extracted from about 10 caryopsis of central parts of the harvested spikes using the TRIzol reagent (Life Technologies, NY, USA) and purified onto RNeasy Mini columns (Qiagen, Hilden, Germany). The extracted RNA was quantified on a NanoQuant, Infinite M200 PRO (Tecan, Mannedorf, Switzerland) and the quality was checked onto 1.5% agarose gels. RNA integrity number (RIN) of the extracted RNA was estimated on Agilent’s 2100 Bioanalyzer using the Agilent RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, USA). The images of RIN values of the extracted RNAs were present in Additional file 8. 

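The RIN of the RNA behind the 36 arrays, as listed in Additional file 8, was 7.1 to 10 (median 7.9), and 32.1% to 38.7% of probe sets were called present. Lok1 at 28 DAA had the lowest median of both, with a RIN of 7.1 to 7.3 and 32.1% to 34.4% present.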

The good quality RNA samples (RIN value >7.0) were stored at -80°C for microarray experiments.

### Wheat microarrays

The GeneChip® Wheat Genome Array (Affymetrix, Santa Clara, USA), a 3’ *in vitro* transcription (3′ IVT) expression array containing 61,290 probe sets representing about 25 K unigenes was used for gene expression analysis. The sequence and annotation information of the probe sets on the array are available at http://www.affymetrix.com.

### Microarray hybridization and scanning

RNA labelling and microarray hybridization on wheat genome arrays were performed according to its manual. The arrays were processed on an Affymetrix GeneChip® Fluidics Station 450 by running fluidic script EukGE-WS2v5-450. The hybridized arrays were scanned on a Affymetrix GeneChip® Scanner 3000. 

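Bacterial transcripts added to each hybridization differed between sets of arrays. The BioB controls had a mean centred signal of 1.19 in C306 at 28 DAA, -3.01 in Lok1, -3.02 in Sonalika and -3.20 in WH291 at the same stage. The gap was smaller for BioC, BioD and Cre, at 1.00, 0.76 and 0.41 in C306 and between -0.33 and 0.12 in the other varieties. Poly-A controls, which are added to the RNA before labelling, were at 0.71 in C306 at 7 DAA, against -2.98 in Lok1, -3.14 in Sonalika and -2.95 in WH291. Later they differed in other patterns. At 14 DAA the poly-A control phe was at -1.32 in C306 and 2.51 in Sonalika. At 28 DAA the poly-A control lys was at -1.12 in C306, 2.84 in Lok1 and -0.24 in Sonalika. At 28 DAA 6 of 17 hybridization controls were higher in the good varieties (16 when adjusted over the list alone), with a median of 0.72 and an adjusted p of 0.0523 with an estimated correlation in camera's set test. Of 8 poly-A controls past the filter, limma found 0 past the test at each stage (4 at an unadjusted p under 0.05 at 7 DAA, 0 later), with a median of 1.73 at 7 DAA. That test compares good with poor varieties and does not see differences between single varieties of a group.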

Hybridization quality of the microarrays was verified by scaling factor, overall hybridization rate, and signal strength of several bacterial spike controls.

### Microarray data analysis

i) Normalization

The expression console of Affymetrix’s GeneChip Command Console (AGCC) software was used for preliminary data analysis of the scanned arrays. The image files were created as *.dat file. The software computed cell intensity data of probe sets and their positional values (*.cel file) from the image file (*.dat). The normalization of the signal intensities of the probe sets (taking two types of files, *.cel and *.ARR) was carried out using the Robust Multi-array normalization algorithm (RMA) implemented in GeneSpring’s Multi-omic analysis (version 11.5.1, build-138755) software (Agilent Technologies, Santa Clara, USA). The RMA normalized values of the probe sets were used for statistical analysis.

ii) Two-way ANOVA analysis

Two levels of categories (quality and developmental stage) were made for two-way ANOVA analysis of the gene expression data. For quality category, the four samples were divided into two groups- good varieties (i.e. good chapatti) and poor varieties (poor chapatti). For seed developmental stage category, each variety was divided into three groups - 7, 14, and 28 DAA. Therefore, six pairwise conditions (‘Good-7 DAA’, ‘Poor-7 DAA’, ‘Good-14 DAA’, ‘Poor-14 DAA’, ‘Good-28 DAA’, and ‘Poor-28 DAA’) were made for analysis. Variation in the expression data was partitioned into three groups, namely quality (genotype), developmental stage, and interaction of quality and developmental stage. ‘Asymptotic’ *p* value computation and the Benjamini-Hochberg false discovery rate (FDR) for multiple test correction (corrected *p* < 0.05) were used for the analysis. The two-ANOVA analysis was conducted in GeneSpring software.

iii) Fold change analysis

The probe sets satisfying the corrected *p* value in two-way ANOVA analysis were used for fold change analysis in GeneSpring software. The probe sets showing at least two-fold and ten-fold differential expressions between good and poor groups were used for further analysis.

iv) Cluster analysis of gene expression data

The probe sets in each of the three groups (quality, developmental stage, and interaction) as mentioned above were grouped by assuming five clusters by estimating pairwise Euclidean distance between genes, 50 iterations, and K-means algorithm implemented in GeneSpring software. The probe sets were clustered for identification of the probe sets with similar expression profiles.

v) Meta-analysis of the differentially expressed genes

Affymetrix® wheat microarray expression data conducted in a wide variety of growth stages and tissues were available online. These data were good resources for meta-analysis to study spatial distribution of the gene expression data in different growth stages and tissues/organs. This information would assist in designing functional genomics experiments specific to a particular growth stage or tissue. The spatial distribution of the differentially expressed genes (at least 10-fold between good and poor varieties) was studied in ten growth stages, namely, germination, seedling growth, tillering, stem elongation, booting, inflorescence emergence, anthesis, milk development, dough development, and ripening. Their spatial distributions were also studied in 22 tissues/organs; namely, shoot apex, crown, sheath, caryopsis, seedling, spike, spikelet, flag leaf, shoot, shoot-leaf, seedling-leaf, crown, roots, seedling-root, glume, coleoptile, anther, mesocotyl, embryo, endosperm, inflorescence, and pistil. Their spatial distributions were represented in form of heatmaps. Meta-analysis was conducted using Genevestigator software which retrieved the expression data from the web [41,42]. Further, the expression data was clustered through hierarchical clustering on the estimated Euclidean distance matrix using optimal leaf-ordering implemented in the software.

vi) Functional analyses of the differentially expressed data

The differential expression data of the 35,472 probe sets satisfying the corrected *p* value of 0.05 in two-way ANOVA (See Additional file 1) was assigned to metabolic pathways by MapMan software (version 3.5.1.R2) using the *Triticum aestivum* mapping data “Taes_Affy_0709” [43-45].

### Validation of differential expression by quantitative RT-PCR

Quantitative real time PCR (qRT-PCR) was performed for validation of a few differentially expressed genes. Five microgram of the extracted RNA was treated with TURBO DNase™ (Ambion, Life Technologies, NY, USA) before cDNA synthesis according to the manufacturer manual. The SuperScript*®* III First-Strand Synthesis kit (Invitrogen, Life Technologies, NY, USA) was used for cDNA synthesis using oligodT (18-mer). The reaction mixture was incubated at 50°C for 50 min, then at 85°C for 5 min, and chilled immediately on ice. The mixture was diluted with nuclease free water to the final concentration of 20 ng/μl cDNAs. The primers used for PCR were designed to the same region harbouring the microarray probes using Primer Express software (Applied Biosystems, Forster City, CA, USA) (Tables 7 and 5). qRT-PCR was done in triplicates using SYBR Green fluorescence dye in a qRT-PCR machine (7500 Fast Real-Time PCR System, Applied Biosystems). Each reaction was prepared using 5 μl of 2X QuantiTect SYBR Green (Qiagen, USA), 1 μl of 20 ng/μl cDNA, and 1 pmol/μl each of forward and reverse primers, in a total volume of 10 μl. The cycling conditions were: 30 sec at 95°C, followed by 45 cycles of 95°C for 30 sec and 60°C for 1 min. To evaluate the presence of non-specific PCR products and primer dimers, the amplified PCR products were run at temperature ramp of 95°C for 15 sec, 60°C for 15 sec, followed by 20 min of slow ramp from 60°C to 95°C. The threshold cycles (Ct) of each target genes were normalized in each wheat varieties with Ct of the internal control (wheat ARF gene: AB050957.1). Normalization and quantification of relative changes in gene expression or fold changes between one good and one poor varieties were calculated by using the following formula: FC = 2^-Δ (ΔCt)^[46].

**Table 7:** Detail of two randomly chosen candidate genes for processing quality (pre-α/β-gliadin and γ-Gliadin) and one control (ADP ribosylation factor, ARF) used for validation of their differential expressions between good and poor quality varieties using quantitative real time PCR (qRT-PCR)

**Gene**	**NCBI ID**	**Probe ID**	**Unigene ID**	**Transcription ID (http://aranet.mpimp-golm.mpg.de/wheatnet)**
ADP ribosylation factor (ARF)	AB050957.1	Ta.2291.1.S1_x_at	Ta.2291	UniRef90_Q677H6
Pre-α/β-gliadin	K03076.1	Ta.27778.4.S1_x_at	Ta.24085	UniRef90_B8XU31
γ-Gliadin	FJ006618.1	Ta.24114.14.S1_x_at	Ta.24114.1	UniRef90_P21292

All microarray experimental data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database, http://www.ncbi.nlm.nih.gov/geo/, with accession number **GSE53606**.

## Competing interests

The authors’ declare that they have no competing interests.

## Authors’ contribution

AS conducted experimental works and data analysis. SM helped in computational analysis. MS helped in a part of experimental works. AC and RT helped in critical review of the manuscript. JR helped in experiment designing, data analysis, and manuscript writing. All authors contributed to writing the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Details of 35,472 probe sets identified through gene specific two-way ANOVA and their fold change values. Click here for file

Additional file 2 **Details of the probe sets identified for quality, seed development, and interaction (quality and seed development) through gene specific two-way ANOVA.** Sheet 1: Detail of 3,126 probe sets whose expression changed due to quality. Sheet 2: Detail of 34,604 probe sets whose expression changed due to seed development. Sheet 3: Detail of 1,732 probe sets whose expression changed due to interaction (quality x development). Click here for file

Additional file 3 **Gene-specific two-way ANOVA identified a total of 236 probe sets for quality, seed development, and interaction (quality x seed development) showing at least 10-fold differential expression between good and poor quality varieties in three seed developmental stages (i.e. 7, 14, and 28 days after anthesis, DAA).** Among a total of 236 probe sets, 110, 219, and 85 probe sets were involved for quality, seed development, and interaction (quality x seed development), respectively. Gene function was assigned to the probe sets using blastx at NCBI web site. (+ = involved, - = not involved, up = up-regulated, down = down regulated). Click here for file

Additional file 4 **Pairwise comparison of differential expression in three seed developmental stages [7, 14, and 28 days after anthesis (DAA)] of the probe sets of seed storage protein genes which were identified for quality in the four Indian wheat varieties.** C306 and Lok1 were good and Sonalika and WH291 were poor chapatti making varieties. Click here for file

Additional file 5 **Details of the probe sets in each of the five clusters identified through cluster analysis for quality, seed development, and interaction (quality x seed development).** Sheet 1: Details of five clusters of 110 probe sets whose expressions changed due to quality between good and poor quality wheat varieties. Sheet 2: Details of five clusters of 219 probe sets whose expressions changed due to seed development namely 7, 14 and 28 days after anthesis (DAA). Sheet 3: Details of five clusters of 85 probe sets whose expressions changed due to interaction (quality x seed development). Click here for file

Additional file 6 **Display of genes of 35,472 probe sets to metabolic pathways using MapMan software (version 3.5.1R2)**[43-45]. The transcript levels of genes in several metabolic pathways were visualized by colour scales (+4.5 red to blue –4.5), where red and blue represents an increase and decrease of expression (log_2_ of fold change value), respectively in good quality varieties in comparison to poor making varieties in 7 days after anthesis (Top figure **A**), 14 DAA (Middle figure **B**), and 28 DAA (Last figure **C**). Click here for file

Additional file 7 Detail of the four India wheat varieties used in transcriptome studies. Click here for file

Additional file 8 Quality evaluations of the extracted RNAs from three replications of each of the four Indian wheat varieties (C306, Lok1, Sonalika, and WH291) at three seed development stages [7, 14, and 28 days after anthesis (DAA)]. Click here for file

# Supplementary material for: Genome-wide transcriptome study in wheat identified candidate genes related to processing quality, majority of them showing interaction (quality x development) and having temporal and spatial distributions
**Source:** BMC Genomics. 2014 Jan 16;15:29. doi: 10.1186/1471-2164-15-29
**Supplement:** Additional file 3 — Gene-specific two-way ANOVA identified a total of 236 probe sets for quality, seed development, and interaction (quality x seed development) showing at least 10-fold differential expression between good and poor quality varieties in three seed developmental stages (i.e. 7, 14, and 28 days after anthesis, DAA). Among a total of 236 probe sets, 110, 219, and 85 probe sets were involved for quality, seed development, and interaction (quality x seed development), respectively. Gene function was assigned to the probe sets using blastx at NCBI web site. (+ = involved, - = not involved, up = up-regulated, down = down regulated).

**Additional file 3:** Gene-specific two-way ANOVA identified a total of 236 probe sets showing at least 10-fold differential expression between good and poor wheat varieties at three seed development stages (i.e. 7, 14, and 28 days after anthesis, DAA). Among a total of 236 probe sets, 110 probe sets were involved in quality, 219 probe sets in seed developmental stage, and 85 probe sets in interaction of quality and seed developmental stage. The probe sets showed at least 10-fold differential gene expression in at least one of the three seed developmental stages. Gene function was assigned to the probe sets using blastx at NCBI web site. (+ = involved, - = not involved, up = up-regulation, down = down regulation)

# Supplementary material for: Genome-wide transcriptome study in wheat identified candidate genes related to processing quality, majority of them showing interaction (quality x development) and having temporal and spatial distributions
**Source:** BMC Genomics. 2014 Jan 16;15:29. doi: 10.1186/1471-2164-15-29
**Supplement:** Additional file 7 — Detail of the four India wheat varieties used in transcriptome studies.

**Additional file 7:** Detail of the four India wheat varieties used in transcriptome studies

| **Variety** | **Parentage** | **Year (releasing committee)** | **Developed by** | **Area of adoption** | **Source** | **Yield potential** (**Q/ha)** |
| --- | --- | --- | --- | --- | --- | --- |
| C306 | RGN/CSK3//2*C591/3/C217/N14//C281) | 1965 (CVRC) | HISER | NWPZ/NEPZ | MPUAT, Kota (RJ) | 36.0 |
| LOK1 | S308/S331 | 1981 (CVRC) | SANOSARA | CZ | JNKVV, Jabalpur (MP) | 45.4 |
| Sonalika | II54.388/AN/3/YT54/N 10B/LR 64 | 1969 (CVRC) | N.DELHI | NW/NWPZ | DWR, Karnal (HR) | 45.5 |
| WH291 | HD1925/HD832 //23584 | 1985 (CVRC) | HISAR | NWPZ | DWR, Karnal (HR) | 44.0 |

CVRC : Central Varietal Release Committee

NWPZ : North Western Plains Zone

NEPZ : North Eastern Plains Zone

CZ : Central zone

NW : Northwest

MPUAT : Maharana Pratap University of Agriculture and Technology

JNKVV : Jawaharlal Nehru Krishi Vishwavidyalaya

DWR : Directorate of Wheat Research

# Supplementary material for: Genome-wide transcriptome study in wheat identified candidate genes related to processing quality, majority of them showing interaction (quality x development) and having temporal and spatial distributions
**Source:** BMC Genomics. 2014 Jan 16;15:29. doi: 10.1186/1471-2164-15-29
**Supplement:** Additional file 8 — Quality evaluations of the extracted RNAs from three replications of each of the four Indian wheat varieties (C306, Lok1, Sonalika, and WH291) at three seed development stages [7, 14, and 28 days after anthesis (DAA)].

**Additional file 8:** Quality evaluations of the extracted RNAs from three replications of each of four Indian wheat varieties (C306, Lok1, Sonalika, and WH291) at three seed development stages [7, 14, and 28 days after anthesis (DAA)] on three different systems

| **Varieties_seed developing stage_replication number** | **RNA concentration (ng/µl)**  **(Tecan’s NanoQuant)** | **RNA Integrity Number (RIN)**  **(Agilent’s Bioanalyzer)** | **% P hybridization**  **(Affymetrix’s microarray scanner)** |
| --- | --- | --- | --- |
| C306_7DAA_Rep # 1 | 2799 | 10.0 | 37.75983 |
| C306_7DAA_Rep # 2 | 2582 | 8.7 | 36.299561 |
| C306_7DAA_Rep # 3 | 2167 | 8.4 | 38.370045 |
| C306_14DAA_Rep # 1 | 1867 | 8.7 | 35.571873 |
| C306_14DAA_Rep # 2 | 1945 | 7.9 | 38.472836 |
| C306_14DAA_Rep # 3 | 1345 | 7.9 | 36.159245 |
| C306_28DAA_Rep # 1 | 1151 | 8.3 | 33.424702 |
| C306_28DAA_Rep # 2 | 1567 | 7.8 | 35.935715 |
| C306_28DAA_Rep # 3 | 1532 | 7.6 | 37.958885 |
| LOK1_7DAA_Rep # 1 | 1693 | 8.2 | 34.932289 |
| LOK1_7DAA_Rep # 2 | 1933 | 7.8 | 34.532551 |
| LOK1_7DAA_Rep # 3 | 1290 | 7.9 | 38.658836 |
| LOK1_14DAA_Rep # 1 | 1678 | 7.9 | 36.154346 |
| LOK1_14DAA_Rep # 2 | 1234 | 7.9 | 35.519661 |
| LOK1_14DAA_Rep # 3 | 1456 | 7.8 | 37.557514 |
| LOK1_28DAA_Rep # 1 | 1435 | 7.3 | 33.772232 |
| LOK1_28DAA_Rep # 2 | 989 | 7.2 | 32.054169 |
| LOK1_28DAA_Rep # 3 | 1011 | 7.1 | 34.431393 |
| Sonalika_7DAA_Rep # 1 | 1675 | 9.1 | 36.54593 |
| Sonalika_7DAA_Rep # 2 | 2711 | 8.6 | 38.38147 |
| Sonalika_7DAA_Rep # 3 | 2151 | 8.0 | 37.68315 |
| Sonalika_14DAA_Rep # 1 | 1096 | 8.6 | 36.17719 |
| Sonalika_14DAA_Rep # 2 | 1123 | 7.9 | 36.8233 |
| Sonalika_14DAA_Rep # 3 | 1345 | 7.6 | 37.8512 |
| Sonalika_28DAA_Rep # 1 | 1348 | 7.9 | 37.86752 |
| Sonalika_28DAA_Rep # 2 | 1674 | 7.8 | 36.39419 |
| Sonalika_28DAA_Rep # 3 | 1823 | 7.6 | 36.42682 |
| WH291_7DAA_Rep # 1 | 1816 | 8.7 | 33.70371 |
| WH291_7DAA_Rep # 2 | 908 | 7.7 | 36.35993 |
| WH291_7DAA_Rep # 3 | 1619 | 8.4 | 37.40578 |
| WH291_14DAA_Rep # 1 | 2693 | 8.0 | 35.50008 |
| WH291_14DAA_Rep # 2 | 1952 | 7.7 | 35.32877 |
| WH291_14DAA_Rep # 3 | 1595 | 7.5 | 37.20183 |
| WH291_28DAA_Rep # 1 | 2021 | 7.9 | 35.66324 |
| WH291_28DAA_Rep # 2 | 1999 | 7.5 | 35.27492 |
| WH291_28DAA_Rep # 3 | 1789 | 7.4 | 34.77239 |

**Gel images showing RNA Integrity Number (RIN) of the extracted RNAs on Agilent’s 2100 Bioanalyzer**

|  | **7DAA** | **14DAA** | **28DAA** |
| --- | --- | --- | --- |
| **C306** |   RIN: 10 |   RIN: 8.7 |   RIN: 8.3 |
| **Lok1** |   RIN: 8.2 |   RIN: 7.9 |   RIN: 7.3 |
| **Sonalika** |   RIN: 9.1 |   RIN: 8.6 |   RIN: 7.9 |
| **WH291** |   RIN: 8.7 |   RIN: 8.0 |   RIN: 7.9 |

How the deposited data were processed for this re-analysis (not part of the article)

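RNA from caryopses of the bread wheat varieties C306, Lok1, Sonalika and WH291 at 7, 14 and 28 DAA was measured on 36 Affymetrix Wheat Genome Arrays, with 3 biological replicates of each variety and stage. Each array holds 61290 probe sets, of which 111 are controls. The log2 values are the authors', as deposited: cell intensities from the Affymetrix software were normalized with RMA in GeneSpring, and each probe set was centred on its median over the 36 arrays before deposition. The median of every probe set over the arrays was checked and is 0, so the levels of different probe sets cannot be compared. Differences between groups were checked against the 1998 probe sets at hand from Additional file 1, where the largest gap in log2 was 5.96e-06. No pair among the 630 pairs of arrays was a duplicate, since the largest share of equal values was 0.197%. In a principal component analysis of the arrays, the first components held 49% and 16.1% of the variance. The number of arrays limits the precision.

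The arrays were grouped as in the methods, with C306 and Lok1 as good and Sonalika and WH291 as poor varieties at each stage, and every label was kept. Probe sets were kept where all 6 arrays of at least 1 of the 6 groups reached the 20th percentile of their array. A model with the 6 groups was fitted with limma 3.58.1 in R 4.3.3. Moderated F tests gave quality, seed development and interaction, and moderated t statistics the difference at each stage, all adjusted with the Benjamini-Hochberg method at 0.05. A probe set counted as 10-fold when it had passed the test of at least 1 source and its difference at a stage reached 3.32 in log2. Varieties were compared in pairs with a limma model of the 12 combinations of variety and stage. Tables, correlations and k-means clusters were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0, and figures with matplotlib 3.10.9. The k-means used 5 clusters, Euclidean distance, 50 iterations and 20 starts.

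Gene lists were taken from Tables 3 and 4, the annotation and clusters of Additional files 3 and 5, and gene names in the array's annotation. That annotation gives 1 gene symbol for 1273 probe sets, several for 0 and none for 60017, and 199 of the symbols are names. The lists covered storage proteins, grain hardness, inhibitors, thionins, starch synthesis and breakdown, ribosomal proteins, late embryogenesis, peroxidases, proteases, lipid transfer proteins, pathogenesis and chitinases, transposons and control probe sets. The planned lists of light reactions, the Calvin cycle, cell division and cell wall synthesis had no member, and that of heat shock proteins had 1 member, which did not pass the filter. Lists from the array's annotation alone (storage proteins, embryo and desiccation, histones, light reactions, Calvin cycle, rbcL, starch synthesis, serpins and inhibitors, thionins and tubulins) were written after the planned lists were found to have few members outside Additional file 3 and before the values of these probe sets were looked at, apart from those of Table 4. The GBSS member of the starch list had been looked at by then. Lists of at least 5 members were tested with camera, with an estimated correlation in the values printed at the claims and the preset of 0.01 elsewhere. Where the study chose a list on these arrays, the set test is not independent evidence. Its p was adjusted over the tested lists, planned and added ones apart, and in the alternatives the p of the storage protein list with the preset was left unadjusted.

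Named genes were set by rule. They are the probe sets that the paper names in its text or in Tables 4, 6 and 7, and those of GBSS I, beta-amylase, puroindoline, grain softness protein, peroxidase, proteinase, heat stress and GATA factors in Additional file 3. The rule adds, at each stage, the 5 largest rises and 5 largest falls past the test with the same direction in all 4 pairs of a good and a poor variety, and up to 4 members of each list with the largest differences past the test. Values in the paper's tables count as seen. Members of the lists of light reactions and starch synthesis that did not pass the test were named after their values had been seen.

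On/off calls parted the 12 arrays of a stage at their largest gap, and a probe set was kept where that gap exceeded 2 in log2 at every stage and the replicates of each variety had the same call. Gaps of 1.5 to 3 were tried as well. An index of seed development placed each 7 DAA array along the change from the mean of the 7 DAA arrays to that of the 14 DAA arrays, over 34276 probe sets that changed with seed development, outside the study's 236 and the storage protein lists. Its correlations used permutation tests, exact for 6 arrays and with 100000 draws otherwise. Alternatives covered the ANOVA of the methods, the filter, the replicates, the variety as a unit or block, normalization, array weights, RNA quality, each variety and each array left out, the fold threshold and the list. Good and Poor were also permuted within each stage, and the 6 group labels over all arrays, in 100 splits each with the real one included.

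The methods were tested on simulated data, in which 46 of 50 added 2-fold differences of quality were found and 50 of 50 of 10-fold, with 4 of 59930 unchanged probe sets called. Of added 2-fold interactions 28 of 50 were found, and of 2-fold differences at 7 DAA 37 of 50. The simulated arrays of a group were independent and held no differences between varieties. These shares therefore say nothing of false calls that come from differences between single varieties. Of 100 simulated on/off probe sets 88 were found. The qRT-PCR values, the image and intensity files and the expression data of other studies were not used here, since the claims were compared on the normalized values of these arrays.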

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

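The tests of the position along seed development, with the index of seed development as a covariate, and those without the arrays labelled Lok1 7 DAA were chosen only after the results had been seen, as were the tests of Lok1 RNA on the arrays labelled WH291 14 DAA and of on/off calls that change with stage. The lists of tubulins, histones and light reaction genes were written after planned lists were found to have no or few members, before the values of these probe sets were looked at.

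Good minus Poor differed between stages at 22 of the 29 storage protein probe sets by limma's test of interaction, with a median of 6.34 at 7 DAA. The tables argue against the arrays labelled Lok1 7 DAA as its whole source, since the median was 5.66 without them. The 29 were chosen on the mean of C306 and those arrays, which favours probe sets where C306 differs. A part from those arrays therefore stays open. C306 alone then stands for the good varieties, and its poly-A controls at 7 DAA lay apart from those of the other varieties. Whether C306 was processed apart at that stage was not tested. The position along seed development stays open, as 79.1% of the probe sets that changed at least 4-fold from 7 to 14 DAA, outside the 236 and the storage protein lists, differed at 7 DAA in the direction of that change. A difference between varieties at one position of seed development stays open too, since the median was 4.54 with the index as a covariate. With the covariate 16 of the 29 passed the test, against 29 before, as the differences were smaller and their median SE rose from 1.00 to 1.25.

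At 28 DAA 48 probe sets differed at least 10-fold, while 6 of 17 hybridization controls were higher in the good varieties with C306 apart from the other varieties. The tables argue against C306 processed apart as the whole source of these 48, because Lok1 minus the mean of the poor varieties had a median of 4.89 in the direction of the difference and lay over 1 at 47 of them. The 48 were chosen on the mean of C306 and Lok1, which favours probe sets where Lok1 differs. A part from such processing therefore stays open. Differences between varieties that do not follow quality may account for part of the count, since another pairing of the varieties gave 105 probe sets, and 13 of the 48 were on/off probe sets. An effect of quality stays open as well and was not tested apart from the varieties.

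On/off calls went against the labels of 6 arrays, a signal that the paper does not report, with 100% of the calls on the arrays labelled WH291 14 DAA shared with Lok1 at 14 and 28 DAA, and 54.8% of those labelled Lok1 7 DAA shared with Lok1 14 DAA. Expression that changes with stage is argued against by C306 and Sonalika, where at most 1.19% of the calls changed. RNA of another variety mixed into the arrays labelled Lok1 7 DAA is argued against as well, since 42.6% of the probe sets on in Lok1 at 14 and 28 DAA were off there. Lok1 RNA on the arrays labelled WH291 14 DAA is a candidate explanation that stays open, with 100% of the calls those of Lok1. What the arrays labelled Lok1 7 DAA hold stays unresolved.

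Good minus Poor also differed between stages at 52 of the 112 named probe sets. In the good group 1 array lay far from the other 5 at 6 of the 112 at 7 DAA, 15 at 14 DAA and 1 at 28 DAA, and in the poor group at 10, 10 and 2. These are 44 of 672 tests, or 6.55%, where chance gives about 1 in 20. Sonalika 7 DAA replicate 3 and WH291 14 DAA replicate 3 were the far array at 9 probe sets each, C306 14 DAA replicate 3 at 8 and C306 14 DAA replicate 1 at 6. On WH291 14 DAA replicate 3 the median of the 29 storage protein probe sets was 0, against 0.61 to 0.94 on the other 5 arrays of its group, a gap of 0.65 of the range. At 7 DAA limma found 5 of 10 tubulin, 5 of 18 histone and 1 of 5 light reaction probe sets lower in the good varieties, against 0, 1 and 0 without the arrays labelled Lok1 7 DAA.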

How the results depend on the processing

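The tests without the arrays labelled WH291 14 DAA, Lok1 7 DAA or both, with the index of seed development as a covariate, and with the storage protein probe sets of the array's annotation outside the 236 were chosen only after the results had been seen. Over 32 results and 23 alternatives other than single arrays left out, 257 of 349 comparisons kept the direction and the side of the threshold, or stayed within 1.5 times the count, and 1 reversed. For the storage protein list, p below is camera's with the preset correlation and unadjusted. At 7 DAA it was under 0.05 in each alternative, and the median lay between 4.54 with the index and 7.56 without Sonalika. The list was chosen on these arrays, and its estimated correlation was 0.815, far over the preset of 0.01. This p therefore says little of how robust the list is. With the means of variety and stage as units it stayed under 0.05, though 0 of the 29 probe sets passed limma's test. Where no reason is given below, the cause was not tested.

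Counts of probe sets beyond 1.5 times their main values were 309 for quality, 3528 for interaction and 38 for 10-fold quality with the variety as a random block. With the means of variety and stage as units, which leave 12 values and 2 varieties in a group, they were 3 for quality, 18041 for seed development, 0 for interaction, 18042 for any source, 1 for 10-fold quality, 129 for 10-fold seed development, 0 for 10-fold interaction, 129 for 10-fold any source, 117 for 10-fold at 7 DAA, 2 for 10-fold at 14 DAA and 11 for 10-fold at 28 DAA. With the spread within varieties alone they were 9514 for quality, 9045 for interaction, 213 for 10-fold quality and 230 for 10-fold interaction. Cyclic loess gave 74 for 10-fold interaction, and array weights gave 3441 for interaction. Without the arrays of Lok1 at 28 DAA they were 220 for 10-fold quality and 115 for 10-fold at 28 DAA. They were 6212 for interaction, 368 for 10-fold quality, 560 for 10-fold seed development, 475 for 10-fold interaction, 590 for 10-fold any source, 356 for 10-fold at 7 DAA, 23 for 10-fold at 14 DAA and 239 for 10-fold at 28 DAA without C306, and 6154 for quality, 1322 for interaction, 201 for 10-fold quality, 83 for 10-fold at 14 DAA and 111 for 10-fold at 28 DAA without Lok1. Leaving out Sonalika gave 6451 for quality, 6183 for interaction, 386 for 10-fold quality, 497 for 10-fold seed development, 365 for 10-fold interaction, 526 for 10-fold any source, 425 for 10-fold at 7 DAA and 116 for 10-fold at 28 DAA, and leaving out WH291 2343 for quality, 815 for interaction, 82 for 10-fold at 14 DAA and 126 for 10-fold at 28 DAA. A threshold of 2-fold, which admits more by construction, gave 1635 for quality, 4377 for seed development, 1321 for interaction, 4771 for any source, 3728 for probe sets at 7 DAA, 594 for probe sets at 14 DAA and 1307 for probe sets at 28 DAA. Of the alternatives chosen after the results, those without the arrays labelled WH291 14 DAA gave 81 for 10-fold at 14 DAA, those without the arrays labelled Lok1 7 DAA 1350 for interaction, those without both 85 for 10-fold at 14 DAA, and the index 2164 for quality, 216 for interaction and 15 for 10-fold interaction. Asking for 10-fold in all 4 pairs of a good and a poor variety, which admits fewer by construction, gave 62 for quality, 67 for seed development, 42 for interaction, 74 for any source, 60 for probe sets at 7 DAA, 0 for probe sets at 14 DAA and 16 for probe sets at 28 DAA.

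The storage protein list at 14 DAA had a median of 0.13 and an unadjusted p under 0.05, while its adjusted p was 0.098 with the preset and 0.999 with an estimated correlation. The unadjusted p was not under 0.05 at medians of 0.13 under the ANOVA of the methods, 0.14 with the 50th percentile filter, 0.13 with the variety as a random block, 0.13 with the spread within varieties, 0.12 with the RIN as a covariate, 0.19 without C306, 0.12 without Lok1, 0.25 without Sonalika and 0.00 without WH291. The same held for 0.00 without the arrays labelled WH291 14 DAA, 0.13 without those labelled Lok1 7 DAA, 0.00 without both and 0.13 with the index. At 28 DAA its median of 0.19 became 0.52 with array weights, 1.30 without the Lok1 arrays of that stage, 1.30 without Lok1 and 1.71 without Sonalika, all with an unadjusted p under 0.05, and it reversed to -1.52 without WH291. With an estimated correlation, camera's adjusted p at 28 DAA was 0.998 over all arrays, and the alternatives were run with the preset alone.

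For pairs of varieties, the storage protein probe sets of the array's annotation outside the 236 (2 probe sets) gave medians at 7 DAA of 0.37 for C306 minus Sonalika, 0.64 for C306 minus WH291, 0.68 for Lok1 minus Sonalika and 0.95 for Lok1 minus WH291. At 28 DAA they were 0.53 for C306 minus WH291, -0.61 for Lok1 minus Sonalika and 0.64 for Sonalika minus WH291. The other 11 comparisons on this list, and 18 of 18 on all storage protein probe sets of Additional file 3, moved by less than 1.54, the spread between replicates. Among the 11 was C306 minus Lok1 at 28 DAA, at 0.50 against 2.01.

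With each array left out in turn, the counts ranged over 2727 to 5333 for quality, 33707 to 34735 for seed development, 1224 to 4524 for interaction and 34527 to 35871 for any source. The 10-fold counts ranged over 95 to 207 for quality, 179 to 280 for seed development, 58 to 204 for interaction, 196 to 298 for any source, 152 to 253 at 7 DAA, 8 to 24 at 14 DAA and 40 to 78 at 28 DAA. The lowest values of quality, interaction and each 10-fold source came without WH291 7 DAA replicate 2 and the highest without Sonalika 7 DAA replicate 3. The interaction count was also 1501 without C306 7 DAA replicate 2 and 1291 without WH291 7 DAA replicate 3, and the 10-fold interaction count 179 without C306 7 DAA replicate 3, 65 without Lok1 7 DAA replicate 2 and 66 without WH291 7 DAA replicate 3. The lowest 10-fold count at 14 DAA came without any Sonalika 14 DAA array and the highest without WH291 14 DAA replicate 3, against 22 without Lok1 14 DAA replicate 1. The highest at 28 DAA came without Sonalika 28 DAA replicate 3, against 75 and 74 without C306 28 DAA replicates 1 and 2.

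The median of the storage protein list ranged over 5.80 to 7.11 at 7 DAA, 0.07 to 0.29 at 14 DAA and -0.32 to 0.84 at 28 DAA, lowest there without WH291 28 DAA replicate 1 and highest without Lok1 28 DAA replicate 3. At 14 DAA 17 of the 36 arrays brought the unadjusted p of camera to 0.05 or over when left out, and at 28 DAA 5 brought it under 0.05, namely each Sonalika array of that stage and Lok1 replicates 2 and 3. For pairs of varieties the medians at 7 DAA ranged over -1.84 to -0.61 for C306 minus Lok1, 3.83 to 6.76 for C306 minus Sonalika, 6.05 to 7.88 for C306 minus WH291, 4.59 to 7.74 for Lok1 minus Sonalika, 7.46 to 9.72 for Lok1 minus WH291 and -0.15 to 3.10 for Sonalika minus WH291, which reversed without Sonalika 7 DAA replicate 3. At 14 DAA they ranged over -0.34 to 0.00 for C306 minus Lok1, -0.20 to 0.16 for C306 minus Sonalika, -0.11 to 0.49 for C306 minus WH291, -0.07 to 0.11 for Lok1 minus Sonalika, 0.14 to 0.57 for Lok1 minus WH291 and 0.17 to 0.57 for Sonalika minus WH291. The sign there differed from that of all arrays for C306 minus Sonalika without C306 replicate 3, for C306 minus WH291 without WH291 replicate 3 and for Lok1 minus Sonalika without Lok1 replicate 1. At 28 DAA they ranged over 0.88 to 3.37 for C306 minus Lok1, -0.59 to -0.11 for C306 minus Sonalika, 2.27 to 3.71 for C306 minus WH291, -3.68 to -1.55 for Lok1 minus Sonalika, -0.54 to 1.76 for Lok1 minus WH291 and 2.48 to 4.06 for Sonalika minus WH291, and Lok1 minus WH291 was negative without Lok1 28 DAA replicate 1. The highest values against Sonalika at 7 DAA came without Sonalika 7 DAA replicate 3 and those against WH291 without WH291 7 DAA replicate 1.

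Of 127 calls at a stage among the named probe sets, 52 were lost without WH291, 35 without Lok1, 29 without the arrays labelled Lok1 7 DAA, 2 without those labelled WH291 14 DAA, 33 without both, 127 with means as units, 63 with the index, 16 with the variety as a random block, 7 with cyclic loess and 14 without WH291 7 DAA replicate 2, the most for a single array. With the index as a covariate 3 changed sign at 7 DAA, the LEA gene at -0.38, a histone H2A gene at 0.13 and the tubulin gene tubb1 at 0.01, none past the test. Folds of single genes also moved with the scaling at 7 DAA, to 13.7 after cyclic loess and 22 with array weights for the grain softness protein, to 18.4 and 51.6 for the beta-amylase, and to 2.85 and 35.3 for GBSS I. For C306 minus Sonalika they were 87.5 and 228 for the pre-alpha/beta-gliadin, and 30.4 and 69.5 for the gamma-gliadin. The replicate number as a block left 32 of 32 results as they were. The numbers do not pair the samples, since arrays of the same number had a mean correlation of 0 over 198 pairs, and 10 of 36 arrays had their best correlate at the same number. The consensus correlation of arrays of a variety was 0.0968, and array weights lay between 0.424 and 2.09. A percentile filter on the level of each probe set was not run, as the values were already centred. The number of arrays limits the precision.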

Differences from the paper's values

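The tests without the arrays labelled WH291 14 DAA were chosen only after the results had been seen, and they leave Sonalika as the only poor variety at 14 DAA. Of the probe sets with seed development as a source, 4 were at least 10-fold lower in the good varieties at 14 DAA here, and the paper's value is 2. Of the alternatives set before the data were examined, the ANOVA of the methods, the replicate block, array weights and the fit without the arrays of Lok1 at 28 DAA gave 2, which is the paper's value, and the RIN as a covariate gave 3, which is within 1.5 times of it. Leaving out any single array of C306 at 14 DAA, of Lok1 or Sonalika at 28 DAA, or of Sonalika or WH291 at 7 DAA gave 2 as well. The count stayed apart from the paper's with no filter, the 50th percentile filter and the variety as a random block (4 each), with means as units and with 10-fold in all 4 pairs (0 each), with the spread within varieties (10), after cyclic loess (5), and without C306 (5), Lok1 (25), Sonalika (1) and WH291 (25).

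The paper describes cluster I for quality as lower in good varieties early, with no change at the later stage. Here 16 of its 20 probe sets were lower at 7 DAA, and 5 were lower at 28 DAA too, with a median of -1.86. Cluster II is described as higher in good varieties at the early stage, where 18 of 22 were higher here, and 6 were higher at 28 DAA as well. The paper describes a part of cluster III as lower in good varieties at each stage. At 7 DAA 3 of its 7 probe sets were lower and at 28 DAA 6, while at 14 DAA limma found 0 past the test and 7 at an unadjusted p under 0.05. All 7 passed at 14 DAA without the arrays labelled WH291 14 DAA, which was chosen after seeing the values.

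For cluster II of seed development the paper states higher expression in good varieties at the later stages. At 28 DAA 27 of 36 were higher, and at 14 DAA 1, or 16 when adjusted over the list alone and 7 over all probe sets without the arrays labelled WH291 14 DAA, which was chosen after seeing the values. The gene of interaction cluster III is described as higher in poor varieties from 14 DAA. Good minus Poor was -10.75 at 28 DAA and -6.43 at 14 DAA (adjusted p = 0.177 from limma), where it passed the test at -12.33 without the arrays labelled WH291 14 DAA, chosen after seeing the values.

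Puroindoline a is given as higher in the good varieties at 28 DAA. Its fold of 22.2 matches the paper's, with 10.8 under array weights, and the difference of 4.47 did not pass limma's test (adjusted p = 0.259).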

Other observations

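The counts of probe sets that differ between single varieties were tests chosen only after results had been seen, as were those with the index of seed development as a covariate and without the arrays labelled Lok1 7 DAA or WH291 14 DAA. The genes of the amylase inhibitors CM17 and CM2 differed at 7 DAA by 5.03 (SE 1.21, adjusted p = 0.00484 from limma) and 5.33 (SE 1.11, adjusted p = 0.0014), and a pair of alpha-purothionin probe sets by 4.43 (SE 1.15, adjusted p = 0.0085) and 4.32 (SE 1.06, adjusted p = 0.00569). The gene of inhibitor CM16 differed by 4.72 (SE 1.26, adjusted p = 0.0109), with an adjusted p of 0.0516 without WH291 7 DAA replicate 2. A probe set of the chloroplast gene rbcL was lower at 7 DAA, by -1.24 (SE 0.23, adjusted p = 0.000399). ARF, the reference gene of the qRT-PCR, differed between good and poor varieties at 7 DAA by 0.36 (SE 0.12, adjusted p = 0.0378), and its adjusted p was 0.0509 to 0.118 without any single array of 7 DAA other than replicate 3 of C306, Lok1 and Sonalika. With the index as a covariate none of these differences passed the test. Without the arrays labelled Lok1 7 DAA, which leaves C306 as the only good variety at that stage, those of CM16, the purothionins and ARF did not pass it. A lost call there does not by itself show that a difference rests on those arrays.

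Varieties of the same quality differed at many probe sets. At 7 DAA limma found 5649 probe sets different between C306 and Lok1 and 6837 between Sonalika and WH291. Between a good and a poor variety it found 3679 for C306 and Sonalika, 5350 for Lok1 and Sonalika, 11704 for C306 and WH291 and 14924 for Lok1 and WH291. At 28 DAA the counts were 7491 for the good and 3693 for the poor varieties, and 3294 to 5505 for a good and a poor variety. At 14 DAA all pairs lay between 1444 and 5038. Each pair compares 3 arrays with 3, and those with Lok1 at 7 DAA or WH291 at 14 DAA rest on arrays whose on/off calls went against their labels.

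Of the probe sets past limma's test at 14 DAA, most of those with the largest rises and falls carry no gene name. A pair of probe sets of one sequence differed by 3.09 (SE 0.52, adjusted p = 0.0089) and 3.06 (SE 0.51, adjusted p = 0.0089) at 14 DAA and the other way at 7 DAA, by -2.02 (SE 0.52, adjusted p = 0.00796) and -1.92 (SE 0.51, adjusted p = 0.00976). Another probe set rose by 3.21 (SE 0.53, adjusted p = 0.0089) at 14 DAA and 2.10 (SE 0.53, adjusted p = 0.00673) at 7 DAA. With the index as a covariate none of these passed at 7 DAA. The largest fall at 14 DAA was -1.36 (SE 0.23, adjusted p = 0.0089), and probe sets of one sequence cluster fell by -1.11 (SE 0.19, adjusted p = 0.0089) and -1.05 (SE 0.17, adjusted p = 0.0089).

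Labels were permuted over single arrays to count other splits with a result as large. These splits do not keep the 3 arrays of a variety together, so they say nothing of how whole varieties fall into groups. With the 6 group labels permuted over all arrays in 100 splits, chance among single arrays can be excluded for the counts of seed development (34504, highest other 6) and any source (35500, highest other 3794), with 1 split as large, the real one. The other values come from 100 splits with Good and Poor permuted within each stage. There it can be excluded for the counts of quality (3573, highest other 520) and interaction (2283, highest other 1279), with 1 split as large. The same holds for the 10-fold counts of quality (121, highest other 29), seed development (223, 137) and interaction (114, 35), and at 7 DAA (192, 137). At 14 DAA (14, highest other 15, 2 splits as large) and 28 DAA (48, highest other 93, 3 splits) another split gave a larger count. The shares were not adjusted over the tests, so chance among single arrays is not excluded there. For the median of the storage protein list at 7 DAA, 1 split was as large, the real one (6.34, highest other 5.99). The study chose that list on these arrays with the real groups, which favours the real split. Chance among single arrays is therefore not excluded for it at 7 DAA. It cannot be excluded either at 14 DAA (0.13, highest other 0.47, 42 splits) or 28 DAA (0.19, highest other 2.84, 90 splits).

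The 4 varieties allow 3 pairings, too few for a share under 0.05. The real pairing gave 3573 probe sets for quality, 2183 came with C306 and Sonalika together, and the highest other, with C306 and WH291 together, was 5038, so that 2 pairings were as large as the real one. The other pairings gave 55 and 70 10-fold probe sets at 14 DAA against 14, which points to a structure of the samples by variety. Part of it rests on the arrays labelled WH291 14 DAA, since 60 and 158 came against 81 when those were left out. At 7 DAA they gave 26 and 87 against 192, and medians of the storage protein list of 0.41 and -1.61 against 6.34. That list was chosen on the real pairing, which favours it. At 28 DAA they gave 105 and 56 against 48, and the median was 2.66 with C306 and Sonalika together. For pairs of varieties at 7 DAA, 3 arrays against 3 allow 10 splits, too few for a share under 0.05. The real median and the highest other over the 29 storage protein probe sets were -1.28 against 1.72 (3 of 10 splits as large) for C306 minus Lok1, 4.72 against 5.10 (2 of 10 splits as large) for C306 minus Sonalika, 6.73 against 4.76 (1 of 10 splits as large) for C306 minus WH291, 5.75 against 5.37 (1 of 10 splits as large) for Lok1 minus Sonalika, 8.15 against 5.13 (1 of 10 splits as large) for Lok1 minus WH291 and 1.80 against 4.00 (5 of 10 splits as large) for Sonalika minus WH291.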
